# Cyclin D activates the Rb tumor suppressor by mono-phosphorylation

**DOI:** 10.7554/eLife.02872

**Published:** 2014-06-04

**Authors:** Anil M Narasimha, Manuel Kaulich, Gary S Shapiro, Yoon J Choi, Piotr Sicinski, Steven F Dowdy

**Keywords:** cell cycle, Rb tumor suppressor, cyclin D:Cdk4, mono-phosphorylated Rb, p16, G1 phase, human

## Abstract

The widely accepted model of G_1_ cell cycle progression proposes that cyclin D:Cdk4/6 inactivates the Rb tumor suppressor during early G_1_ phase by progressive multi-phosphorylation, termed hypo-phosphorylation, to release E2F transcription factors. However, this model remains unproven biochemically and the biologically active form(s) of Rb remains unknown. In this study, we find that Rb is exclusively mono-phosphorylated in early G_1_ phase by cyclin D:Cdk4/6. Mono-phosphorylated Rb is composed of 14 independent isoforms that are all targeted by the E1a oncoprotein, but show preferential E2F binding patterns. At the late G_1_ Restriction Point, cyclin E:Cdk2 inactivates Rb by quantum hyper-phosphorylation. Cells undergoing a DNA damage response activate cyclin D:Cdk4/6 to generate mono-phosphorylated Rb that regulates global transcription, whereas cells undergoing differentiation utilize un-phosphorylated Rb. These observations fundamentally change our understanding of G_1_ cell cycle progression and show that mono-phosphorylated Rb, generated by cyclin D:Cdk4/6, is the only Rb isoform in early G_1_ phase.

**DOI:** http://dx.doi.org/10.7554/eLife.02872.001

## eLife digest

Cells go through a tightly controlled, multi-step procedure before they divide. This cell division program—the cell cycle—is necessary for preventing unrestrained cellular growth, which may lead to cancer. Proteins called cyclins control the progression through each of the phases of the cell cycle, with different cyclins working during different phases.

During the G1 phase of the cell cycle, cells grow in size and produce the proteins that are required to copy DNA. Once a cell passes a checkpoint called the 'restriction point' at the end of the G1 phase, it is committed to dividing. It is therefore particularly important to keep events during G1 phase in check.

The Retinoblastoma tumor suppresor protein (Rb) is a key player in regulating the G1 phase. Rb sequesters transcription factors that are essential for the cell cycle to progress. Previously, it was thought that a complex called cyclin D added more and more phosphates to the Rb protein during the G1 phase. This process predicted a slow release of transcription factors, which attach to DNA and start the process of DNA replication. While many studies have presented data that is consistent with this model, direct biochemical evidence of these events is lacking.

Narasimha, Kaulich, Shapiro et al. now present biochemical analyses of Rb proteins that show—completely unexpectedly—that the cyclin D complex adds just one phosphate group to Rb during the G1 phase, although this group can be added to one of fourteen different sites. The resulting 'mono-phosphorylated' Rb varieties can each sequester different transcription factors and stop them working.

At the restriction point, many more phosphate groups are then rapidly added, and the Rb protein is inactivated by a different cyclin. This cyclin—called Cyclin E—then drives cells into the next phase of the cell cycle. Establishing how cyclin E is activated is a priority for future research.

**DOI:** http://dx.doi.org/10.7554/eLife.02872.002

## Introduction

The retinoblastoma tumor suppressor protein (Rb) functions to regulate multiple critical cellular activities, including the late G_1_ restriction point, the DNA damage response checkpoint, cell cycle exit, and differentiation (Burkhart and Sage, 2008; Paternot et al., 2010; Henley and Dick, 2012; Johnson and Skotheim, 2013). However, the Rb gene is infrequently mutated or deleted, instead upstream pathways that regulate Rb by phosphorylation on Cdk sites are altered in the majority of human cancers, including deletion and mutation of the p16 tumor suppressor and upregulation and mutation of cyclin D1, D2, D3, Cdk4 and Cdk6 genes (Sherr and McCormick, 2002; Knudsen and Knudsen, 2006; Burkhart and Sage, 2008; Henley and Dick, 2012; Choi and Anders, 2013). Rb contains 16 putative Cdk phosphorylation sites that are spread throughout the protein, and all but one (S567) lie outside of Rb's structured A'/B' and A/B-box or ‘pocket’ protein–protein binding domains (Figure 1A). Rb is thought to exist in three generalized isoforms: (1) un-phosphorylated Rb; (2) hypo-phosphorylated Rb, also referred to as ‘under’ phosphorylated Rb or ‘partially’ phosphorylated Rb; and (3) inactive hyper-phosphorylated Rb, present in late G_1_, S, G_2_ and M phases that is readily identifiable by SDS-PAGE as a slower migrating species (Burkhart and Sage, 2008; Paternot et al., 2010; Henley and Dick, 2012). Surprisingly, given the scientific scrutiny of Rb over the last 25 years, the biochemical identification of the biologically active isoform(s) of Rb required for early G_1_ phase regulation, DNA damage checkpoint control, cell cycle exit, and differentiation remains unknown.

To dissect Rb function and regulation, many early reports utilized supra-physiologic overexpression studies using various cyclins (A, B, D, E) and Cdks (−1, −2, −4, −6) that resulted in Rb inactivation by hyper-phosphorylation associated with an accelerated S-phase entry, and induction of E2F-dependent target genes (Hinds et al., 1992; Ewen et al., 1993; Resnitzky et al., 1994; Lundberg and Weinberg, 1998). Likewise, supra-physiologic overexpression studies using Rb constructs where many, but not all, of the putative Cdk Ser/Thr consensus sites were mutated to Ala residues resulted in repressed E2F-dependent transcription and cell cycle arrest, as did overexpression of Cdk inhibitors, p16, p21, and p27 (Sherr, 1994; Knudsen and Wang, 1997; Leng et al., 1997; Sherr and McCormick, 2002; Knudsen and Knudsen, 2006; Burkhart and Sage, 2008; Paternot et al., 2010; Henley and Dick, 2012; Choi and Anders, 2013). Collectively, over the last 20 years, these studies have led to a widely accepted model of G_1_ cell cycle progression that proposes cyclin D:Cdk4/6 inactivates Rb during early G_1_ phase by progressive multi-phosphorylation, termed ‘hypo-phosphorylation’, resulting in release of E2F transcription factors that induce expression of cyclin E, resulting in activation of cyclin E:Cdk2 complexes that complete Rb inactivation by hyper-phosphorylation in late G_1_ phase. The key tenet of this model is the progressive multi-phosphorylating, hypo-phosphorylation of Rb by cyclin D:Cdk4/6 complexes; however, the putative hypo-phosphorylated Rb and un-phosphorylated Rb co-migrate on 1D SDS-PAGE and cannot be separated (Ezhevsky et al., 2001). Moreover, there is no biochemical data defining the extent or timing of phosphorylation that constitutes hypo-phosphorylated Rb. Consequently, it remains entirely unknown if hypo-phosphorylated Rb contains one, two, three, five, seven or more phosphates and at what phosphate number does the putative hypo-phosphorylated Rb become inactive to release E2F transcription factors. Thus, the critical core tenet of the G_1_ model that cyclin D:Cdk4/6 inactivates Rb by progressive multi-phosphorylation or hypo-phosphorylation remains unproven biochemically.

We have previously found in kinetic analyses from highly synchronized normal cells and p16-deficient cancer cells that cyclin D:Cdk4/6 is constitutively active throughout early G_1_ phase at the same time when Rb is repressing E2F target genes (Ezhevsky et al., 1997, 2001; Haberichter et al., 2007). In fact, we only observed induction of E2F target genes upon the activation of cyclin E:Cdk2 complexes and the appearance of hyper-phosphorylated Rb. These observations questioned the core biological consequences of cyclin D:Cdk4/6 progressive hypo-phosphorylation of Rb during early G_1_ phase. Here, for the first time, we separated all Rb isoforms by two-dimensional isoelectric focusing (2D IEF) and find that Rb is exclusively mono-phosphorylated in early G_1_ phase in both normal and p16-deficient tumor cells. We found no experimental evidence to support the notion of progressive multi-phosphorylating hypo-phosphorylation of Rb. Using Cdk4/6-specific inhibitors and triple cyclin D-deleted MEFs, we determined that cyclin D:Cdk4/6 is the Rb mono-phosphorylating kinase that generates 14 independent mono-phosphorylated Rb isoforms in early G_1_ phase. At the late G_1_ Restriction Point, activation of cyclin E:Cdk2 complexes perform a quantum hyper-phosphorylating inactivation of all mono-phosphorylated Rb isoforms. Cells undergoing a DNA damage response activate cyclin D:Cdk4/6 complexes to generate active mono-phosphorylated Rb that regulates global transcription, whereas cells exiting the cell cycle use un-phosphorylated Rb. Together, our observations demonstrate that mono-phosphorylated Rb, generated by cyclin D:Cdk4/6 complexes, is the functionally active Rb isoform present in early G_1_ phase.

## Results

### Un-phosphorylated, mono-phosphorylated, and hyper-phosphorylated Rb isoforms

Rb contains 15 putative Cdk phosphorylation sites located on loops between or after structured A'/B' and A/B pocket domains (Burke et al., 2012; Lamber et al., 2013) (Figure 1A). Rb is thought to exist in three generalized biochemical states: un-phosphorylated Rb; progressive hypo-phosphorylated Rb (also termed ‘under’ or ‘partially’ phosphorylated Rb); and inactive hyper-phosphorylated Rb (Lee et al., 1987; DeCaprio et al., 1989; Ludlow et al., 1989; Mittnacht et al., 1994; Ezhevsky et al., 2001). Although early G_1_ phase Rb hypo-phosphorylation was first reported 25 years ago (Ludlow et al., 1989), the actual number, kinetics and location of phosphates on hypo-phosphorylated Rb remains entirely unknown. Analysis of synchronized primary human foreskin fibroblasts (HFFs) arrested in early G_1_ phase by contact inhibition in the presence of serum and released by replating at low density progressed through early G_1_ phase with constitutively active cyclin D:Cdk4/6 complexes and no evidence for increased Rb phosphorylation or transcriptional induction of Cdc6, a key E2F target gene repressed by active Rb (Morris and Dyson, 2001) (Figure 1B). In contrast, Cdc6 was induced ten-fold upon cyclin E:Cdk2 activation and Rb hyper-phosphorylation, which migrates more slowly on 1D SDS-PAGE. However, the putative hypo-phosphorylated Rb isoforms co-migrated as a single fastest migrating species during all of the early G_1_ phase time points (Figure 1B). Thus, there is either no evidence for progressive hypo-phosphorylation of Rb and/or 1D SDS-PAGE is not capable of separating all Rb phospho-isoforms.

**Figure 1.**
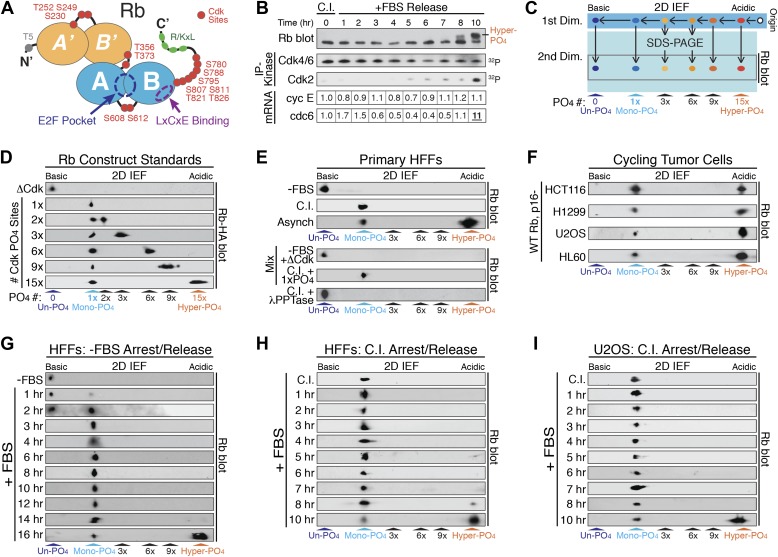
Rb is exclusively mono-phosphorylated in early G_1_ phase. (**A**) Schematic diagram of human Rb Cdk phosphorylation sites, A'/B' and A/B pocket domains. (**B**) Kinetic analysis of contact inhibited early G_1_ phase arrested (+FBS) and released primary Human Fibroblasts (HFFs) by 1D SDS-PAGE Rb immunoblot, anti-Cdk4/6, and anti-Cdk2 immunoprecipitation-kinase assay, and qRT-PCR of cyclin E and cdc6 mRNA normalized to B-2-microglobulin levels. (**C**) Schematic diagram of two-dimensional isoelectric focusing (2D IEF). Immunoprecipitated Rb is loaded at origin on acidic end of IEF strip and separated first by pI. IEF strip is then soaked in SDS, run in second dimension into SDS-PAGE and immunoblotted for Rb. (**D**) 2D IEF Rb-HA immunoblot of Rb construct standards expressed in cycling cells and containing 0 (ΔCdk), 1x, 2x, 3x, 6x, 9x or 15x Cdk phosphorylation sites. (**E**) Top panels: 2D IEF Rb immunoblot of primary HFFs serum deprived G_0_ arrested (−FBS), contact inhibited early G_1_ phase arrested (+FBS), or asynchronously cycling. Bottom panels: 2D IEF Rb immunoblot of serum deprived G_0_ arrested (−FBS) HFFs mixed with ΔCdk Rb standard, contact inhibited early G_1_ phase arrested (+FBS) HFFs mixed with single Cdk site Rb standard and contact inhibited treated with λ phosphatase. (**F**) 2D IEF Rb immunoblot from cycling human tumor cell lines expressing wild-type Rb and deregulated cyclin D:Cdk4/6 due to p16 deletion, HCT116 colon carcinoma, H1299 lung adenocarcinoma, U2OS osteosarcoma, HL60 promyelocytic leukemia. (**G**) 2D IEF Rb immunoblot from serum deprived G_0_ arrested (−FBS) and released (+FBS) primary HFFs from 0 to 16 hr (**H**) 2D IEF Rb immunoblot from contact inhibited early G_1_ phase arrested (+FBS) and released HFFs from 0 to 10 hr (**I**) 2D IEF Rb immunoblot from contact inhibited early G_1_ phase arrested (+FBS) and released U2OS from 0 to 10 hr. **DOI:** http://dx.doi.org/10.7554/eLife.02872.003

**Figure 1—figure supplement 1.**
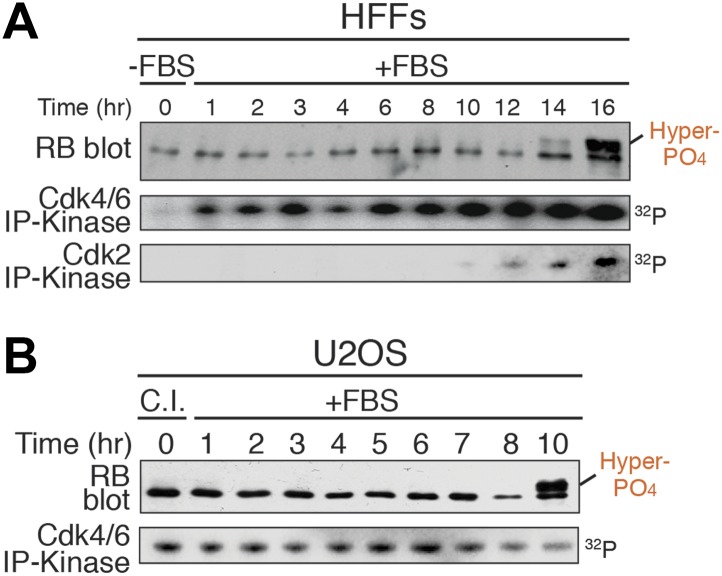
Rb is exclusively mono-phosphorylated in early G_1_ phase. (**A**) Primary HFFs were synchronized in G_0_ by serum deprivation (−FBS) and released (+FBS), and analyzed by Rb immunoblot, and Cdk4/6 and Cdk2 immunoprecipitation-kinase assays. (**B**) p16-deleted U2OS tumor cells were arrested in early G_1_ phase by contact inhibition (+FBS) and released (+FBS), and analyzed by Rb immunoblot, and Cdk4/6 immunoprecipitation-kinase assay. **DOI:** http://dx.doi.org/10.7554/eLife.02872.004

Phosphates are highly acidic modifications that significantly change the isoelectric point (pI) of a protein. Unlike 1D SDS-PAGE, two-dimensional isoelectric focusing (2D IEF) can separate specific phospho-isoforms of a protein based on total phosphate numbers regardless of position within the protein or nature of the modified residue (Figure 1C). Therefore, we utilized 2D IEF to ascertain the extent and kinetics of the putative progressive multi-phosphorylated hypo-phosphorylation of Rb during early G_1_ phase. First, we calibrated the 2D IEF by generating a non-phosphorylatable Rb construct (ΔCdk Rb) standard where 15 of the 16 putative Cdk sites were converted to Ala residues (Figure 1A), plus we added an N-terminal HA tag. We left S567 unaltered because it is buried in the central core of Rb's A-box and solvent inaccessible (Lee et al., 1998). The isoelectric point of un-phosphorylated Rb is 8.1, and 2D IEF of the ΔCdk Rb construct expressed in asynchronous cycling cells focused as a single basic species with a pI ∼8 (Figure 1D), confirming that Rb is only phosphorylated on Cdk sites and that S567 is not phosphorylated in vivo.

Starting with ΔCdk Rb, we generated Rb phospho-isoform standards by restoring one (Rb^1xCdk^), two (Rb^2xCdk^), three (Rb^3xCdk^), six (Rb^6xCdk^), nine (Rb^9xCdk^), or fifteen (Rb^15xCdk^) Cdk sites on Rb. 2D IEF of single Cdk site Rb^1xCdk^ construct expressed in cycling cells focused as a single phosphorylated Rb species with a more acidic pI ∼7.0, that we termed mono-phosphorylated Rb (Figure 1D). The double Cdk site Rb^2xCdk^ construct focused as two spots: mono-phosphorylated Rb and di-phosphorylated Rb. Surprisingly, 2D IEF of the Rb^3xCdk^ construct focused as mono-phosphorylated and tri-phosphorylated Rb, with no di-phosphorylated Rb (Figure 1D). Likewise, 2D IEF of Rb constructs containing six (Rb^6xCdk^), nine (Rb^9xCdk^) and fifteen (Rb^15xCdk^) Cdk sites resulted in the appearance of mono-phosphorylated Rb, plus either a six, nine, or >12 phosphate (pI < 4) Rb species, respectively, and the absence of any intermediate Rb phospho-isoforms (Figure 1D). Thus, unlike 1D SDS-PAGE, 2D IEF quantitatively separated all Rb isoforms from un-phosphorylated Rb to mono-phosphorylated Rb and all multi-phosphorylated Rb isoforms up to hyper-phosphorylated Rb.

We next analyzed endogenous, wild-type Rb from primary HFFs by 2D IEF. Consistent with no ^32^P-labeling of Rb from G_0_ arrested cells (DeCaprio et al., 1989; Ezhevsky et al., 2001), Rb from serum deprived G_0_ arrested primary HFFs focused as a single, basic isoform with a pI ∼8 (Figure 1E). 2D IEF of Rb from G_0_-arrested primary HFFs mixed with non-phosphorylatable ΔCdk Rb standard, co-focused as a single un-phosphorylated Rb species. In contrast, Rb from contact inhibited early G_1_ phase arrested (+FBS) HFFs focused as a single mono-phosphorylated species with a pI ∼7.0 (Figure 1E). 2D IEF of Rb from contact inhibited HFF Rb mixed with the single Rb^1xCdk^ construct standard confirmed that contact inhibited cells contain only mono-phosphorylated Rb. Lambda phosphatase treatment of contact inhibited mono-phosphorylated Rb collapsed into un-phosphorylated Rb (Figure 1E). 2D IEF of Rb from asynchronously cycling primary HFFs focused as two isoforms: mono-phosphorylated Rb plus a very acidic hyper-phosphorylated Rb isoform (pI < 4) (Figure 1E).

The majority of human tumors expressing wild-type Rb contain oncogenic mutations that upregulate cyclin D:Cdk4/6 kinase activity (Sherr and McCormick, 2002; Choi and Anders, 2013). We examined four disparate human tumor cell lines that express wild-type Rb, and are deleted for the p16 tumor suppressor gene, a specific inhibitor of Cdk4/6. Surprisingly, 2D IEF of Rb from cycling populations of all four tumor cell lines, HCT116 colon carcinoma, H1299 lung adenocarcinoma, U2OS osteosarcoma, and HL60 promyelocytic leukemia, showed the presence of only mono-phosphorylated Rb and hyper-phosphorylated Rb, with no evidence of multi-phosphorylated, hypo-phosphorylated Rb isoforms, even though cyclin D:Cdk4/6 was deregulated in all four tumor cell types (Figure 1F). Together, these results present several significant insights into the biochemical properties of Rb phosphorylation in vivo. First, G_0_-arrested cells contain un-phosphorylated Rb. Second, Rb from both cycling normal and p16-deleted tumor cells is only mono-phosphorylated or hyper-phosphorylated in vivo. Third, these observations point to phosphorylation of Rb by two entirely independent cyclin:Cdk activities: (1) a Rb mono-phosphorylating Cdk activity that places one, and only one, phosphate on Rb; and (2) a Rb hyper-phosphorylating Cdk activity that places >12 phosphates on Rb.

### Rb is exclusively mono-phosphorylated in early G_1_ phase of normal and tumor cells

The current widely accepted model of G_1_ cell cycle progression proposes that Rb becomes progressively more hypo-phosphorylated by cyclin D:Cdk4/6 complexes as cells advance through early G_1_ phase. To test this notion, we performed kinetic analyses on HFF cells arrested in G_0_ by serum deprivation and restimulated by serum addition (+FBS) to enter early G_1_ phase (Figure 1G). G_0_ cells contained only un-phosphorylated Rb, but by 1 hr post-stimulation, a small amount of mono-phosphorylated was detected, concurrent with activation of cyclin D:Cdk4/6 complexes (Figure 1—figure supplement 1A). By 3 hr, only mono-phosphorylated Rb was present. Surprisingly, Rb remained exclusively mono-phosphorylated throughout the entire early G_1_ phase time points at 3, 4, 5, 6, 8, 10, 12. and 14 hr with no higher order phosphorylation species detected (Figure 1G), even though cyclin D:Cdk4/6 complexes were constitutively active. At 16 hr post-release, we detected a quantum switch-like shift to hyper-phosphorylated Rb concomitant with activation of cyclin E:Cdk2 complexes (Figure 1—figure supplement 1A). We next performed a kinetic analysis on primary HFFs arrested in early G_1_ phase by contact inhibition (+FBS) and released by replating at low density. Rb remained exclusively mono-phosphorylated throughout the entire early G_1_ phase time points from 0 to 7 hr with no higher order Rb phosphorylation species detected (Figure 1H). Cyclin D:Cdk4/6 kinase activity was constitutively active in contact arrested early G_1_ phase cells and throughout all of early G_1_ phase with no detectable cyclin E:Cdk2 kinase activity (Figure 1B). At 10 hr post-release, we detected a strong shift to hyper-phosphorylated Rb (>12 phosphates), concomitant with activation of cyclin E:Cdk2 complexes and transcriptional induction of cdc6, an E2F target gene (Figure 1B). Again, we surprisingly did not detect any evidence for the progressive multi-phosphorylation or hypo-phosphorylation of Rb in early G_1_ phase or increases in E2F target genes, even though cyclin D:Cdk4/6 complexes were constitutively active.

We next examined synchronized p16-deleted human U2OS osteosarcoma tumor cells (Figure 1I). Contact inhibited early G_1_-arrested U2OS cells (+FBS) contained only mono-phosphorylated Rb, with no higher order Rb phosphorylated species, and active cyclin D:Cdk4/6 complexes (Figure 1—figure supplement 1B). Rb remained exclusively mono-phosphorylated throughout all of the early G_1_ phase time points at 1, 2, 3, 4, 5, 6, 7, and 8 hr in the presence of constitutively active cyclin D:Cdk4/6 complexes with no evidence of progressive hypo-phosphorylation. We first detected hyper-phosphorylated Rb at 10 hr post-release (Figure 1I). Together, these observations demonstrated that both primary and tumor cells exclusively generate mono-phosphorylated Rb during all of early G_1_ phase before being converted in a quantum step to hyper-phosphorylated Rb at the late G_1_ phase Restriction Point. Collectively, we performed hundreds of 2D IEFs on Rb from 11 cell types and found no biochemical evidence to support the notion of progressive multi-phosphorylation or hypo-phosphorylation of Rb in early G_1_ phase.

### Early G_1_ phase cells contain fourteen independent mono-phosphorylated Rb isoforms

In all of our 2D IEFs of Rb, we detected one, and only one, phosphate on Rb during early G_1_ phase. However, Mittnacht et al. (1994) reported that tryptic phospho-peptide mapping (where the ^32^P-labeled protein is cleaved into small peptides by trypsin digestion and then separated by charge and hydrophobicity) of total Rb isolated from early G_1_ phase cells (labeled as hypo-phosphorylated Rb) retained the vast majority of the same phospho-peptide spots that hyper-phosphorylated Rb contained. In light of our new observations showing only mono-phosphorylated Rb present in early G_1_ phase, the Mittnacht et al. (1994) study suggested the potential for the presence of many mono-phosphorylated Rb isoforms that when summed together would result in the observed phospho-peptide pattern.

To ascertain how many of Rb's 15 Cdk sites (Figure 1A) are mono-phosphorylated by cyclin D:Cdk4/6 in early G_1_ phase, we used a series of phospho-specific Rb antibodies to immunoblot Rb from HFF cells arrested in G_0_ by serum deprivation (un-phosphorylated Rb) and early G_1_ phase arrested by contact inhibition (mono-phosphorylated Rb) (Figure 2A). While none of the antibodies recognized un-phosphorylated Rb from G_0_ arrested HFFs, all of the phospho-specific Rb antibodies recognized mono-phosphorylated Rb isoforms from early G_1_ phase arrested cells, including S249/S252, T373, S608, S612, S795, S807/S811, T821 and T826 (Figure 2A). Similar mono-phosphorylated Rb isoform results were obtained from contact inhibited early G_1_ phase arrested p16-deficient U2OS cells (Figure 2A). We also note that all of the phospho-specific antibodies recognized hyper-phosphorylated Rb from S phase arrested cells (Figure 2—figure supplement 1). Together, these observations suggested the presence of at least 8 individual mono-phosphorylated Rb isoforms.

**Figure 2.**
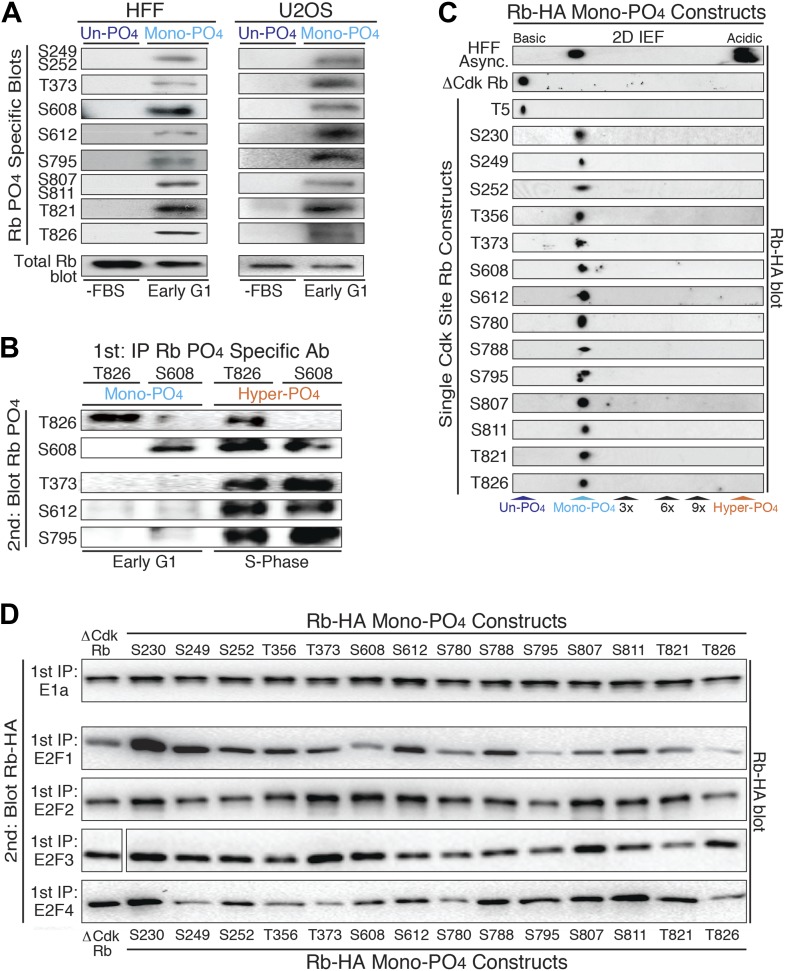
Mono-phosphorylated Rb exists as fourteen individual isoforms. (**A**) Phospho-specific Rb immunoblot of un-phosphorylated Rb (G_0_, −FBS) and mono-phosphorylated Rb (contact inhibited early G_1_, +FBS) from HFF and U2OS cells. (**B**) T826 and S608 phospho-specific Rb immunoprecipitation of mono-phosphorylated Rb (contact inhibited early G_1_, +FBS) and hyper-phosphorylated Rb (S phase) from HFF cells, followed by phospho-specific Rb immunoblot analysis, as indicated. Note the absence of other phosphates at these locations on mono-phosphorylated Rb, but present on hyper-phosphorylated Rb. (**C**) 2D IEF Rb-HA immunoblot of single Cdk site Rb-HA constructs expressed in cycling cells. Numbering indicates single Cdk site location on Rb. (**D**) Immunoblot of Rb-HA single Cdk site constructs and control ΔCdk Rb construct from co-immunoprecipitated and co-expressed E1a, E2F1, E2F2, E2F3 or E2F4 (Myc tagged) as indicated. Numbering indicates single Cdk site location on Rb. Note that all 14 avidly bind to at least two E2F family members and there are no completely inactive mono-phosphorylated Rb isoforms. **DOI:** http://dx.doi.org/10.7554/eLife.02872.005

**Figure 2—figure supplement 1.**
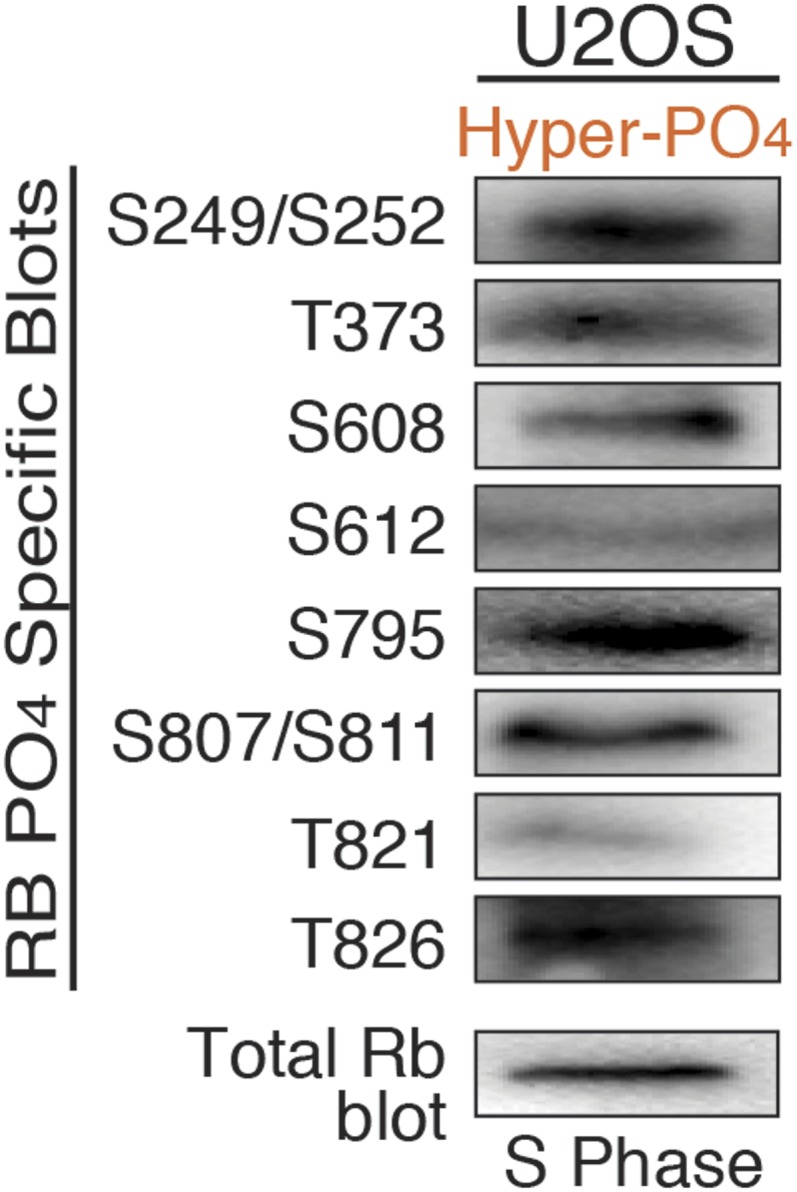
Mono-Phosphorylated Rb exists as fourteen individual isoforms. U2OS S phase arrested cells (hydroxyurea) were immunoblotted with indicated phospho-specific Rb antibodies or pan Rb antibody. **DOI:** http://dx.doi.org/10.7554/eLife.02872.006

To independently confirm the presence of mono-phosphorylated Rb isoforms, we immunoprecipitated mono-phosphorylated Rb from contact inhibited early G_1_ phase arrested HFFs with either the T826 or S608 phospho-specific Rb antibodies, and then immunoblotted with five phospho-specific Rb antibodies (Figure 2B). Consistent with the 2D IEF data, the phospho-specific immunoprecipitation of T826 mono-phosphorylated Rb was only recognized by immunoblot with the T826 phospho-specific antibody and not by T373, S608, S612, or S795 phospho-specific antibodies. Likewise, immunoprecipitation of S608 mono-phosphorylated Rb was only recognized by the S608 phospho-specific antibody and not by the other phospho-specific antibodies. In contrast, immunoprecipitated hyper-phosphorylated Rb from S phase arrested HFF cells with either the T826 or S608 phospho-specific antibodies was recognized by multiple phospho-specific antibodies (Figure 2B), supporting the presence of multiple phosphates on individual hyper-phosphorylated Rb molecules. To identify the extent of mono-phosphorylated Rb isoforms, we generated all 15 individual single Cdk site Rb constructs. 2D IEFs on each of the single Cdk site Rb constructs expressed in cells determined that 14 of the single Cdk site Rb constructs were mono-phosphorylated in vivo (Figure 2C). T5, which is not evolutionary conserved below primates, was not phosphorylated. Together, these observations demonstrate the presence of 14 independent mono-phosphorylated Rb isoforms in early G_1_ phase and explain the large number of Rb tryptic phospho-peptide spots observed by Mittnacht et al. (1994). Moreover, because early G_1_ phase cells exclusively contain mono-phosphorylated Rb, by definition, some, most or all of the 14 mono-phosphorylated Rb isoforms must be biologically active.

Rb has been shown to bind to four members of the E2F family of transcription factors (E2F1-4) and over 100 additional cellular proteins (Morris and Dyson, 2001). We hypothesized that the generation of 14 mono-phosphorylated Rb isoforms may serve as a post-translational mechanism to diversify Rb from a single un-phosphorylated protein in G_0_ into 14 independently functionalized mono-phosphorylated Rb isoforms that each bind specific cellular targets during early G_1_ phase. To test this hypothesis, we independently co-transfected each single Cdk site mono-phosphorylated Rb-HA construct and control un-phosphorylatable ΔCdk Rb-HA into cells co-expressing the E1a oncoprotein or E2F-1, E2F-2, E2F-3, E2F-4 transcription factors (Myc tagged), then individually immunoprecipitated E1a and each E2F, and immunoblotted for the associated Rb mono-phosphorylated isoforms (Figure 2D). Given it's role in driving adenovirus infected quiescent G_0_ cells (containing un-phosphorylated Rb) into G_1_ phase and then S phase, it was not too surprising that the E1a oncoprotein bound equally well to un-phosphorylated Rb and all 14 mono-phosphorylated Rb isoforms. This observation also showed that all single Cdk site Rb constructs were correctly folded in vivo.

Surprisingly, we found that none of the mono-phosphorylated Rb isoforms were completely inactive for binding to E2Fs and that each E2F showed a preferential binding specificity for individual mono-phosphorylated Rb isoforms (Figure 2D). While E2F2 and E2F3 showed subtle biases for specific mono-phosphorylated Rb isoforms, E2F1 and E2F4 showed the largest enhanced or decreased binding specificities to each Rb mono-phosphorylated isoform. E2F1 showed enhanced binding to Rb when it was mono-phosphorylated at positions S230, S249, T356 and S612 and decreased avidity when Rb was mono-phosphorylated at positions S608, S795 and T826 (Figure 2D). E2F1 bound all of the other mono-phosphorylated Rb isoforms with comparable avidity as control un-phosphorylated ΔCdk Rb. E2F4 showed enhanced binding when Rb was mono-phosphorylated at positions S230, S788 and S811, and decreased binding when it was mono-phosphorylated at positions S249, T373, S780 and T826 (Figure 2D). While phosphorylation of T373 has recently been singled out as an inactivating phosphorylation on a fragment of Rb (Burke et al., 2012), in our hands E1a, E2F1, E2F2, and E2F3 all bound T373 mono-phosphorylated Rb when the full-length protein was expressed in cells. Together, these observations demonstrated the presence of 14 independent mono-phosphorylated Rb isoforms that are present in early G_1_ phase and showed that each has differential binding preferences to E2F family members. These results parallel other signaling proteins where phosphorylation of specific sites enhance or decrease binding to cellular targets.

### Cyclin D:Cdk4/6 complexes exclusively mono-phosphorylate Rb in early G_1_ phase

Based on the constitutive cyclin D:Cdk4/6 activity in early G_1_ phase when Rb was exclusively mono-phosphorylated (Figure 1B), cyclin D:Cdk4/6 became a prime candidate for the Rb mono-phosphorylating kinase. To dissect the role of cyclin D:Cdk4/6 to phosphorylate Rb, we used triple knockout (TKO) cyclin D genetic deletion in mouse embryonic fibroblasts (MEFs) (Choi et al., 2012). MEFs containing a deleted cyclin D2 gene and homozygous LoxP cyclin D1^f/f^ and D3^f/f^ genes were treated with Adenovirus Cre recombinase to generate TKO cyclin D^−^ MEFs. TKO cyclin D^−^ MEFs continuously cycled and contained hyper-phosphorylated Rb by 1D SDS-PAGE (Figure 3A, Figure 3—figure supplement 1). 2D IEF of Rb from asynchronously cycling parental D1^+^/D3^+^ MEFs showed the presence of both mono-phosphorylated Rb and hyper-phosphorylated Rb isoforms (Figure 3B). In contrast, 2D IEF of Rb from cycling TKO cyclin D^−^ MEFs contained un-phosphorylated Rb and hyper-phosphorylated Rb, with no mono-phosphorylated Rb detected (Figure 3B). Moreover, contact inhibited early G_1_ phase arrested (+FBS) parental D1^+^/D3^+^ MEFs contained only mono-phosphorylated Rb, whereas contact inhibited (+FBS) TKO cyclin D^−^ MEFs contained only un-phosphorylated Rb (Figure 3B). Retroviral expression of cyclin D1 in contact inhibited TKO cyclin D^−^ MEFs resulted in the appearance of mono-phosphorylated Rb (Figure 3B).

**Figure 3.**
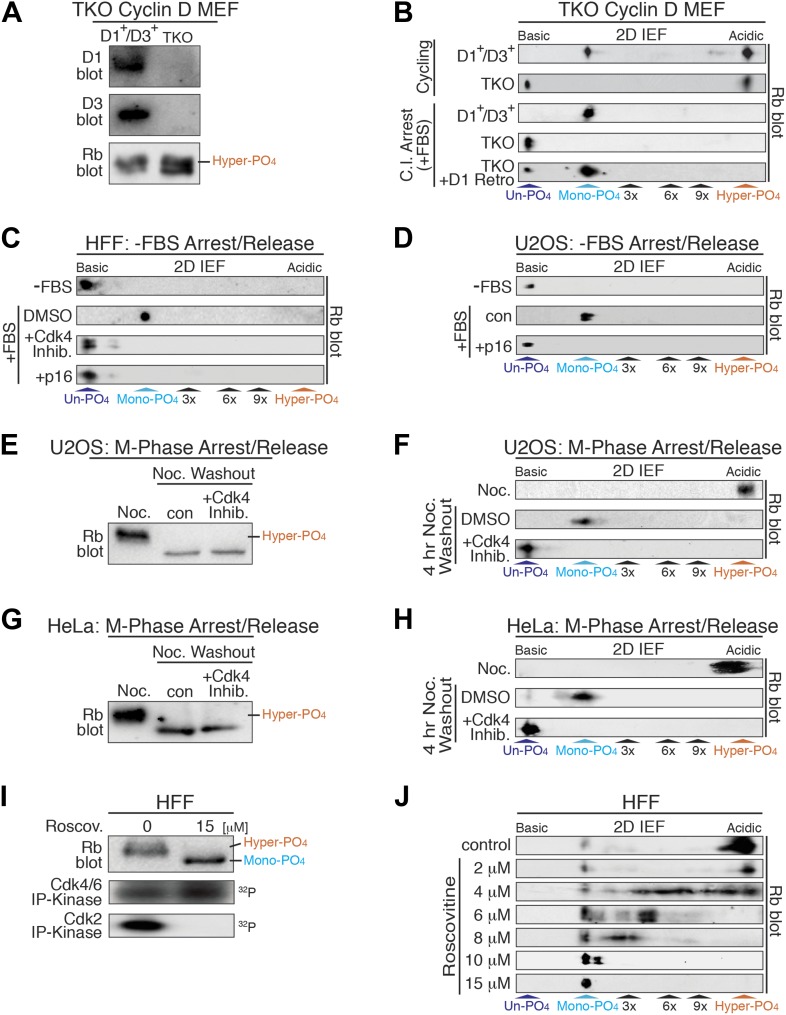
Cyclin D:Cdk/6 is the Rb mono-phosphorylation kinase. (**A**) Immunoblot of cyclin D1, D3, Rb in cycling parental D1^+^/D3^+^ MEFs and triple knockout (TKO) cyclin D^−^ MEFs. (**B**) 2D IEF Rb immunoblot from cycling parental D1^+^/D3^+^ MEFs and TKO cyclin D^−^ MEFs, and contact inhibited early G_1_ phase arrested (+FBS) parental D1^+^/D3^+^ MEFs and TKO cyclin D^−^ MEFs plus/minus retroviral cyclin D1 expression. (**C**) 2D IEF Rb immunoblot from serum deprived G_0_ arrested (−FBS) and released (+FBS) HFFs plus control DMSO, Cdk4 inhibitor (PD0332991) or retroviral p16 expression. (**D**) 2D IEF Rb immunoblot from serum deprived G_0_ arrested (−FBS) and released (+FBS) p16-deleted U2OS tumor cells or released (+FBS) plus TET-induced p16 expression. (**E**, **F**) 1D SDS-PAGE (**E**) and 2D IEF (**F**) Rb immunoblot of G_2_/M phase nocodazole arrested (Noc.) and released U2OS cells plus DMSO (con) or Cdk4 inhibitor (PD0332991). (**G, H**) 1D SDS-PAGE (**G**) and 2D IEF (**H**) Rb immunoblot of G_2_/M phase nocodazole arrested (Noc.) and released HeLa cells plus DMSO (con) or Cdk4 inhibitor (PD0332991). (**I**) Late G_1_ phase primary HFFs were treated with Cdk2 inhibitor Roscovitine [15 μM] or control (DMSO) and analyzed by 1D SDS-PAGE Rb immunoblot, anti-Cdk4/6 and anti-Cdk2 immunoprecipitation-kinase assays. (**J**) 2D IEF Rb immunoblot from late G_1_ phase HFFs treated with dose curve of Cdk2 inhibitor Roscovitine or control (DMSO). **DOI:** http://dx.doi.org/10.7554/eLife.02872.007

**Figure 3—figure supplement 1.**
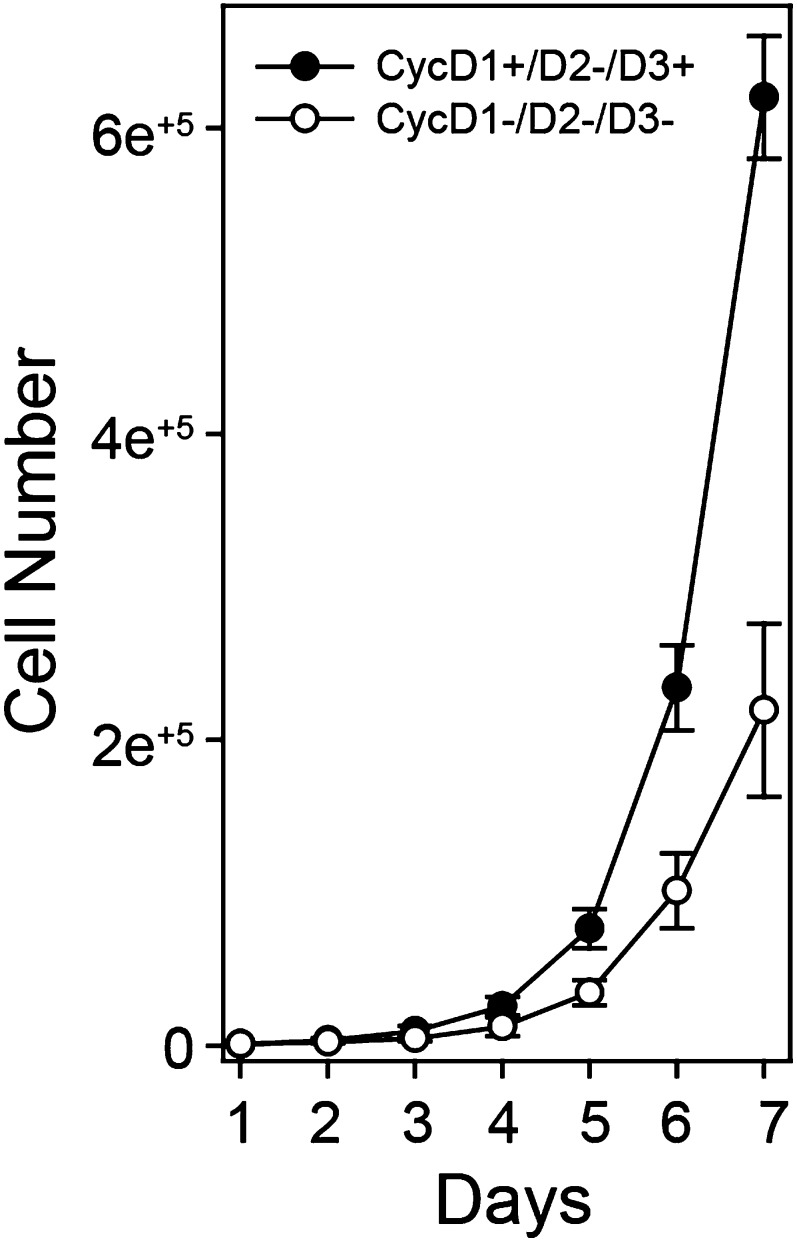
Cyclin D:Cdk/6 is the Rb mono-phosphorylation kinase. Growth curve analysis of parental D1^+^/D3^+^ MEFs and triple knockout (TKO) cyclin D^−^ MEFs plated at low density (10,000) in 10% FBS and counted each day over 7 days. **DOI:** http://dx.doi.org/10.7554/eLife.02872.008

To further test the notion that cyclin D:Cdk4/6 is the Rb mono-phosphorylating kinase, we treated serum deprived G_0_ arrested (−FBS) and restimulated (+FBS) HFFs to enter early G_1_ phase with a selective Cdk4/6 inhibitor (PD0332991) (Fry et al., 2004). Consistent with TKO cyclin D^−^ MEFS, treatment of HFFs with the Cdk4/6 inhibitor at restimulation (+FBS) resulted in the presence of un-phosphorylated Rb, whereas control DMSO-treated cells contained mono-phosphorylated Rb (Figure 3C). Likewise, specific inhibition of cyclin D:Cdk4/6 complexes by retroviral expression of the Cdk4/6 inhibitor p16 resulted in the presence of un-phosphorylated Rb (Figure 3C). Furthermore, induction of p16 in serum deprived G_0_ arrested (−FBS) and restimulated (+FBS) U2OS cells (Jiang et al., 1998) also resulted in the presence of un-phosphorylated Rb, whereas control cells (repressed p16) contained mono-phosphorylated Rb (Figure 3D). Collectively, these results from three independent approaches (genetic TKO cyclin D^−^ MEFs, expression of p16, treatment with Cdk4/6 inhibitor) in three different cell types (MEFs, HFFs, U2OS) confirmed that cyclin D:Cdk4/6 was the Rb mono-phosphorylating kinase in vivo.

Rb remains hyper-phosphorylated in M phase and is dephosphorylated by activation of the PP1 phosphatase as cells exit mitosis into the next early G_1_ phase (Ludlow et al., 1993). To ascertain if phosphatase activity dephosphorylates Rb to mono-phosphorylated or un-phosphorylated isoforms, we arrested U2OS cells at G_2_/M phase by addition of nocodazole, a microtubule depolymerizer, and detected only hyper-phosphorylated Rb (Figure 3E,F). After nocodazole washout and release of U2OS cells into early G_1_ phase for 4 hr, all of the hyper-phosphorylated Rb was converted to mono-phosphorylated Rb. However, release of U2OS cells from the nocodazole arrest in the presence of the Cdk4/6 inhibitor (PD0332991) resulted in the exclusive appearance of un-phosphorylated Rb (Figure 3E,F). Likewise, nocodazole block and release of HeLa cells in the presence of the Cdk4/6 inhibitor (PD0332991) resulted in the presence of only un-phosphorylated Rb (Figure 3G,H). These results determined that as cells exit mitosis, Rb is fully dephosphorylated to un-phosphorylated Rb, and then rapidly mono-phosphorylated by cyclin D:Cdk4/6 complexes in early G_1_ phase.

Previous studies from our lab and many others have shown that Rb becomes inactivated by hyper-phosphorylation at the late G_1_ Restriction point and remains hyper-phosphorylated throughout late G_1_ phase, S phase, G_2_ phase, and M phases (DeCaprio et al., 1989; Mittnacht et al., 1994; Ezhevsky et al., 2001). Hyper-phosphorylated Rb first appears concomitant with activation of cyclin E:Cdk2 complexes (Figure 1B). To ascertain the role of cyclin E:Cdk2 as the initial Rb hyper-phosphorylating kinase, we analyzed Rb from contact inhibited and released HFFs that were allowed to enter late G_1_ phase at 12 hr. We found that the vast majority of Rb was hyper-phosphorylated, with active Cdk2 and active Cdk4/6 complexes (Figure 3I). Selective inhibition of Cdk2 by 15 μM roscovitine, a Cdk2 ATP competitive inhibitor, resulted in no Cdk2 activity, continued Cdk4/6 activity and the presence of mono-phosphorylated Rb (Figure 3I,J). Titration of roscovitine from 2 μM to 15 μM resulted in a dose-dependent appearance of intermediate phosphorylated Rb isoforms (Figure 3J), suggesting that unlike cyclin D:Cdk4/6, cyclin E:Cdk2 is a processive Rb kinase. These observations are entirely consistent with our previous reports that cyclin E:Cdk2 complexes are the initial Rb hyper-phosphorylating kinase at the late G_1_ Restriction Point (Ezhevsky et al., 1997, 2001; Haberichter et al., 2007).

### Mono-phosphorylated Rb is functionally active during a DNA damage response

Although Rb regulates many processes in early G_1_ phase (Burkhart and Sage, 2008), to ascertain if mono-phosphorylated Rb was functionally active, we focused on Rb's regulation of a DNA damage response cell cycle arrest (Harrington et al., 1998; Brugarolas et al., 1999; Knudsen et al., 2000; Avni et al., 2003). Treatment of cycling MEFs with a sub-lethal dose (100 ng/ml) of doxorubicin, a DNA damage-inducing topoisomerase II inhibitor, resulted in a G_1_ phase cell cycle arrest with constitutive cyclin D:Cdk4/6 activity, mono-phosphorylated Rb, and loss of cyclin E/A:Cdk2 activity (Figure 4A,B). Surprisingly, doxorubicin treatment of serum-deprived G_0_ arrested MEFs that contained un-phosphorylated Rb and no cyclin D:Cdk4/6 activity, resulted in induction of cyclin D1 and Cdk6, activation of cyclin D:Cdk4/6 complexes and Rb mono-phosphorylation (Figure 4C,D). Although several studies have suggested that Rb is phosphorylated during a DNA damage response by non-Cdk kinases, including Chk1/2 and Aurora B (Inoue et al., 2007; Nair et al., 2009), inhibition of Cdk4/6 activity by retroviral p16 expression in doxorubicin-treated MEFs resulted in the exclusive presence of un-phosphorylated Rb (Figure 4B,D), thereby excluding the involvement of other kinases. Together, these observations demonstrated that in response to DNA damage, cells select for mono-phosphorylated Rb by activating cyclin D:Cdk4/6 complexes.

**Figure 4.**
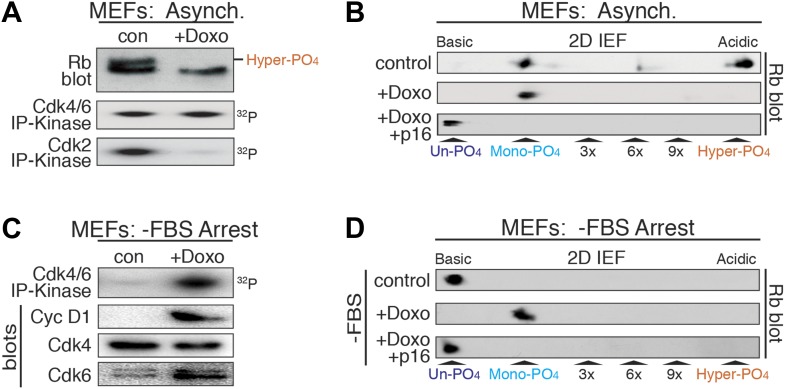
DNA damage induces cyclin D:Cdk4/6 activity and mono-phosphorylated Rb. (**A**) Asynchronously cycling MEFs (+FBS) treated with Doxorubicin (+Doxo, 100 ng/ml) were analyzed by 1D SDS-PAGE Rb immunoblot, anti-Cdk4/6 and anti-Cdk2 immunoprecipitation-kinase assays. (**B**) 2D IEF Rb immunoblot from asynchronously cycling MEFs (+FBS) treated with control or Doxorubicin (+Doxo) or Doxorubicin plus retroviral p16 (+Doxo/+p16) expression. (**C**) Serum-deprived G_0_ arrested MEFs (−FBS) treated with Doxorubicin (+Doxo/−FBS) were immunoblot analyzed for cyclin D1, Cdk4, Cdk6, and Cdk4/6 immunoprecipitation-kinase activity. Note activation of cyclin D:Cdk4/6 in absence of serum growth factors. (**D**) 2D IEF Rb immunoblot from serum-deprived G_0_ arrested MEFs (−FBS) treated with control or Doxorubicin (+Doxo) or Doxorubicin plus retroviral p16 (+Doxo/+p16) expression. **DOI:** http://dx.doi.org/10.7554/eLife.02872.009

We developed a genetic system to test if un-phosphorylated Rb and/or mono-phosphorylated Rb were functionally active to mediate the DNA damage cell cycle arrest checkpoint. Parental homozygous LoxP Rb^f/f^ MEFs (Marino et al., 2000) were treated with TAT-Cre protein (Wadia et al., 2004) to delete Rb (Rb^−/−^), followed by infection with carefully engineered and titered wild type (WT) Rb-HA or non-phosphorylatable ΔCdk Rb-HA retroviruses (Figure 5A). This approach resulted in an acute loss of endogenous Rb protein combined with simultaneous replacement by ectopic Rb at physiologic levels (Figure 5A). Treatment of Rb-deleted MEFs expressing ectopic WT Rb-HA with doxorubicin resulted in the presence of mono-phosphorylated Rb, whereas Rb-deleted MEFs expressing ectopic ΔCdk Rb-HA contained un-phosphorylated Rb (Figure 5B).

**Figure 5.**
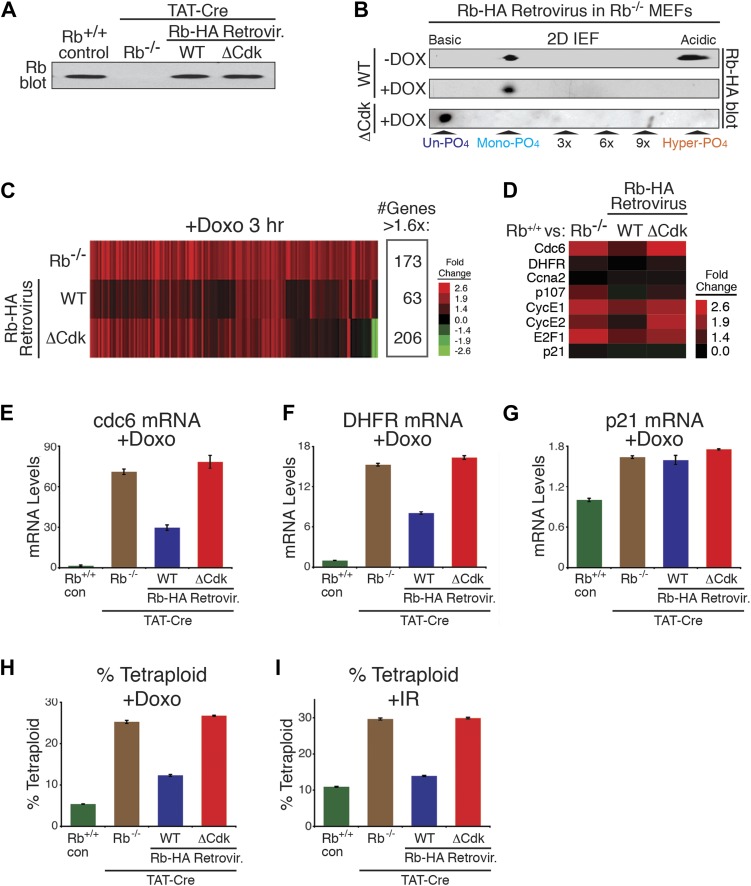
Mono-phosphorylated Rb is active during a DNA damage response. (**A**) Rb immunoblot of contact inhibited parental MEFs, conditionally deleted Rb^−/−^ MEFs, and retrovirally-expressed wild type (WT) Rb-HA or non-phosphorylatable ΔCdk Rb-HA in deleted Rb^−/−^ MEFs. (**B**) 2D IEF Rb immunoblot of cycling and doxorubicin (+Dox) (100 ng/ml) treated WT Rb-HA MEFs, and ΔCdk Rb-HA MEFs in deleted Rb^−/−^ background. (**C**) Microarray heat map of mRNA levels from early G_1_ phase Rb^−/−^ MEFs, WT Rb-HA MEFs, and ΔCdk Rb-HA MEFs compared to parental MEFs treated with Doxorubicin (+Doxo) for 3 hr. Only genes increased >1.6-fold are shown. (**D**) Focused mRNA expression analysis of E2F target genes and p21 control gene from (**C**). (**E**–**G**) qRT-PCR mRNA analysis of endogenous E2F-dependent target genes, cdc6 (**E**) and DHFR (**F**), and a non-E2F control gene, p21 (**G**), from parental MEFs (con), Rb^−/−^ MEFs, WT Rb-HA MEFs, and ΔCdk Rb-HA MEFs in deleted Rb^−/−^ background treated with doxorubicin (+Doxo). Mean values were normalized to β2-microglobulin levels, reported as fold change from parental MEFs (con). Error bars indicate SEM from three independent experiments. (**H** and **I**) Quantification of percent tetraploid (>4n DNA) nuclei in parental MEFs (con), Rb^−/−^ MEFs, WT Rb-HA MEFs, and ΔCdk Rb-HA MEFs in deleted Rb^−/−^ background four days after treatment with Doxorubicin (+Doxo) (**H**) or 2 days post-treatment with ionizing radiation (20 grays) (**I**). Error bars indicate SEM from three independent experiments. **DOI:** http://dx.doi.org/10.7554/eLife.02872.010

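Genes of Figure 5D were read probe by probe. For Cdc6, on chromosome 11, only the probe at transcript position 2266 was detected, while the other 3 were at background on all 4 arrays. Its log2 ratio to parental was 1.32 in Rb-deleted MEFs (bead standard error 0.12), 0.56 in WT Rb-HA MEFs (0.12) and 1.52 in ΔCdk Rb-HA MEFs (0.10). Cyclin E1 (Ccne1, chromosome 7) gave 1.31 (0.14), 0.71 (0.15) and 1.13 (0.14) on the same arrays. E2f1 gave 1.15 (0.07), 0.61 (0.06) and 0.82 (0.07). The probe of p107 (Rbl1, chromosome 2) at position 4469 gave 0.85 (0.14), -0.01 (0.15) and 0.54 (0.14), and its other 2 probes were at background. Cyclin E2 (Ccne2, chromosome 4) was not detected on the parental array and was at least 1.96-fold higher in Rb-deleted MEFs, 1.19-fold in WT Rb-HA MEFs and 2.41-fold in ΔCdk Rb-HA MEFs. Between ΔCdk Rb-HA and WT Rb-HA MEFs, the log2 difference was 0.96 for Cdc6 (0.10), 1.02 for Ccne2 (0.13), 0.55 for Rbl1 (0.12), 0.43 for Ccne1 (0.12) and 0.21 for E2f1 (0.05). Each of these differences exceeded 2 bead standard errors, but none can be set against a spread between cultures. The single probe of Ccna2 had intensities of 43.4 to 49.6, at background on all 4 arrays, so no change in this gene was measurable. For Cdkn1a, the gene of p21, on chromosome 17, the brightest probe, at position 1734, had an intensity of 13743 on the parental array and log2 ratios of 0.06 (0.05), -0.09 (0.05) and -0.11 (0.06). Over its 3 probes the log2 ratios lay between -0.33 and 0.27, with both signs among them, and none passed 1.6-fold.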

**Figure 5—figure supplement 1.**
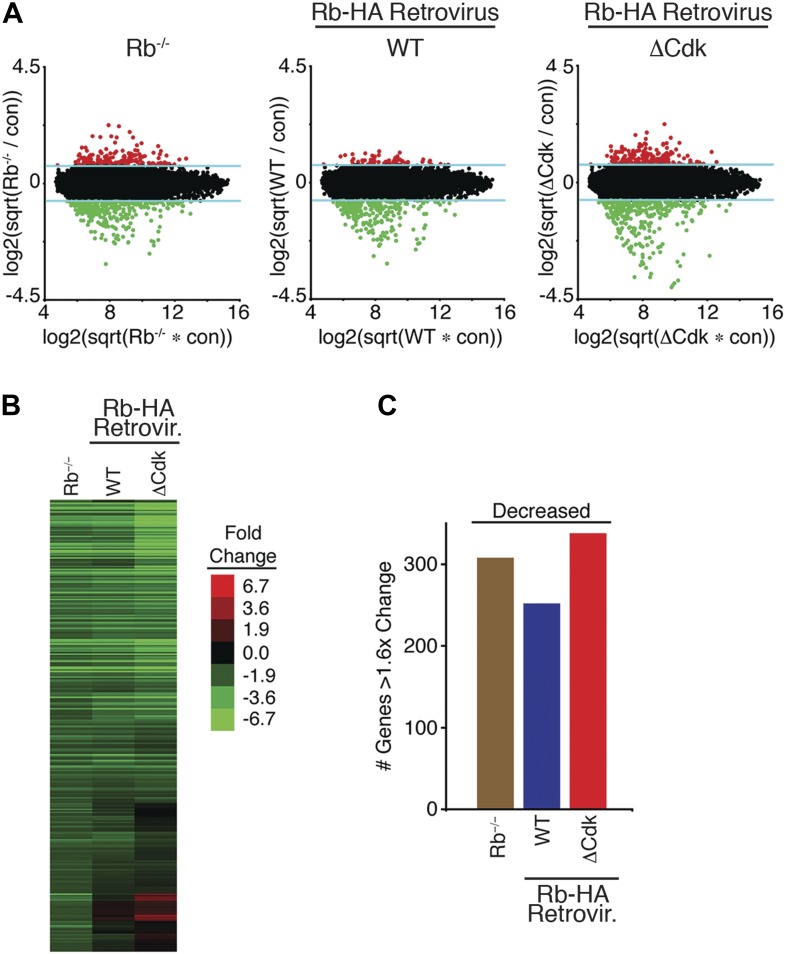
Mono-phosphorylated Rb is active during a DNA damage response. (**A**) Total RNA isolated from contact inhibited and released Rb^−/−^ MEFs, WT Rb-HA MEFs and ΔCdk Rb-HA MEFs in deleted Rb^−/−^ background compared to the control parental MEFs treated with 100 ng/ml doxorubicin for 3 hr was used to probe whole-genome microarrays. Blue line indicates 1.6-fold increase/decrease filter. Red and green dots indicate genes with increased or decreased expression >1.6-fold, respectively. (**B**) Microarray heat map of mRNA levels from early G_1_ phase Rb^−/−^ MEFs, WT Rb-HA MEFs and ΔCdk Rb-HA MEFs in deleted Rb^−/−^ background compared to parental MEFs treated with Doxorubicin (+Doxo) for 3 hr restricted to 308 genes that were decreased >1.6-fold. (**C**) Total number of genes altered from (**B**). **DOI:** http://dx.doi.org/10.7554/eLife.02872.011

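Decreases of more than 1.6-fold compared to parental numbered 376 genes on the Rb-deleted array, 310 on the WT Rb-HA array and 416 on the ΔCdk Rb-HA array. The signal on the treated array was not above background for 69, 83 and 98 of them. Of the 376 genes decreased in Rb-deleted MEFs, 238 were also decreased in WT Rb-HA MEFs, 211 in ΔCdk Rb-HA MEFs and 189 in both. Simulated unchanged arrays that share a parental array had on average 23.1 decreased genes, of which 2.37 were also decreased on another array. The 376 genes decreased in Rb-deleted MEFs had a median log2 ratio of -0.92 there, where they were chosen. On the other arrays it was -0.85 in WT Rb-HA MEFs and -0.79 in ΔCdk Rb-HA MEFs. In Rb-deleted MEFs the largest decreases were those of Cxcl10, at -3.47 on the log2 scale (bead standard error 0.11), Ifit3, at -2.75 (0.05), Oasl1, at -2.72 (0.12), LOC667370, at -2.55 (0.09), and LOC100048346, at -2.45 (0.07). In WT Rb-HA MEFs they were those of Rsad2, at -3.36 (0.08), Cxcl10, at -3.11 (0.10), Oasl1, at -2.76 (0.13), Tyki, at -2.68 (0.10), and Ifit3, at -2.64 (0.05). In ΔCdk Rb-HA MEFs Cxcl10 was not detected and was at least 17.8-fold lower than in parental MEFs. There Ifit3 was at -4.30 (0.07), Oasl2 at -4.21 (0.07), LOC100048346 at -4.06 (0.06) and Usp18 at -3.98 (0.06). With the 1.6 applied to the square root of the ratio instead, as the axis of these plots is labelled, the counts of decreased genes fell to 70, 83 and 97.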

We next analyzed the ability of WT Rb-HA and ΔCdk Rb-HA to regulate global transcription during an acute DNA damage response. 

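The data behind this experiment came from 4 Illumina mouse whole-genome BeadChip arrays, 1 array each for parental MEFs, Rb-deleted MEFs, and Rb-deleted MEFs expressing WT Rb-HA or ΔCdk Rb-HA. MEFs are mouse embryonic fibroblasts, TAT-Cre is a cell-permeable recombinase that deletes the floxed Rb gene, and ΔCdk Rb-HA cannot be phosphorylated by Cdks. Labels of the arrays give the TAT-Cre and retrovirus treatments but not the doxorubicin treatment, which was taken from the paper as 100 ng/ml for 3 hr, starting 4 hr after release. With 1 array per condition, no difference between conditions has a replicate check and no test was made. The deposited values are the bead-averaged intensity of each of 45281 probes, without normalization, together with a detection p-value, the standard error over beads and the number of beads, which had a median of 44 on each array. Mean intensity was 346 on the parental array, 336 on the Rb-deleted array, 341 on the WT Rb-HA array and 337 on the ΔCdk Rb-HA array, over a background of 39.5 to 41.0. Probes with a detection p-value below 0.01 numbered 16019, 16740, 15950 and 16383 on these arrays, in the same order.

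Intensities were corrected for background by the normexp method of limma, with an offset of 16, then quantile normalized and put on the log2 scale. Genes were analysed if a probe was detected at a p-value below 0.01 on at least 1 array, which left 12616 genes, each represented by its brightest probe. The filter was the paper's 1.6-fold, a log2 ratio to the parental array of 0.68. Standard errors given below come from the beads within each array and leave out the variation between cultures and arrays. Their median for a log2 ratio to the parental array was 0.09.

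The deleted gene itself, Rb1 on chromosome 14, has probes at positions 4421 and 4002 of its reference transcript. Intensity of the probe at 4421 was 543 on the parental array, 160.5 on the Rb-deleted array, 181 on the WT Rb-HA array and 170.1 on the ΔCdk Rb-HA array. Its log2 ratio to parental was -1.88 (bead standard error 0.08) in Rb-deleted MEFs, -1.69 (0.06) in WT Rb-HA MEFs and -1.75 (0.06) in ΔCdk Rb-HA MEFs. Signal of the probe at 4002 changed by -1.31 on the log2 scale (0.15) in Rb-deleted MEFs. That probe was not detected on the WT Rb-HA and ΔCdk Rb-HA arrays, where it was at least 2.50-fold and 2.63-fold lower than on the parental array. These bounds set the bright array's value against the higher of the dim probe's own value and the lowest value among detected probes on the dim array. Whether either probe can read the retroviral Rb transcript was not tested, so the low signal does not show that Rb was not restored.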

Parental MEFs expressing endogenous Rb, Rb-deleted MEFS, and Rb-deleted MEFS expressing either WT Rb-HA or ΔCdk Rb-HA were contact arrested in early G_1_ phase (+FBS) and released for 4 hr, then treated with a sub-lethal dose of doxorubicin (100 ng/ml) for 3 hr and analyzed for whole genome transcriptional changes (Figure 5C). 

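Compared to the parental array, 270 of the 12616 genes analysed increased more than 1.6-fold on the Rb-deleted array, with a median log2 ratio of 0.85. The parental signal was not above background for 46 of these genes. Background correction moved this count most among the background and scaling methods: an offset of 50 gave 124 genes and no background correction gave 143. All 270 log2 ratios were larger than 2 bead standard errors. For comparison, simulated arrays that were unchanged, with noise drawn from the spread between the Rb-deleted and WT Rb-HA arrays, had on average 22.2 genes above 1.6-fold. The 5 largest increases were for Ung, Mcm3, Mcm6, LOC100045677 and Chaf1b. Ung increased by 2.46 on the log2 scale (bead standard error 0.11), Mcm3 by 2.32 (0.11), Mcm6 by 2.25 (0.11), LOC100045677 by 2.13 (0.12) and Chaf1b by 2.01 (0.11).

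Gene ontology processes were taken from the array's annotation, which covers 178 of the 270 increased genes and 6982 of the genes analysed. DNA replication was annotated for 35 of the 178 genes, or 19.7%, compared to 1.23% of all annotated genes analysed. Cell cycle was annotated for 27 genes, or 15.2%, compared to 4.35%. Regulation of transcription was also annotated for 27 genes, and its share of 15.2% was close to the 14.1% of all annotated genes. DNA repair was annotated for 12 genes, or 6.74%, compared to 1.78%.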

Rb is a transcriptional repressor and Rb-deleted MEFs showed a >1.6x increase in expression of 173 genes, primarily involved in DNA replication (24%), cell cycle control (20%), and regulation of transcription (18%) (Table 1). 

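Of the 270 genes that increased more than 1.6-fold in Rb-deleted MEFs, 212 were not above this filter in WT Rb-HA MEFs, or 78.5% (95% exact binomial confidence interval 73.1 to 83.3%, over genes). Expression was lower on the WT Rb-HA array than on the Rb-deleted array for 260 of the 270 genes. The fall was not specific to WT Rb-HA, since 242 were lower on the ΔCdk Rb-HA array. The median log2 ratio of the 270 genes to parental was 0.47 in WT Rb-HA MEFs. The Rb-deleted and WT Rb-HA ratios use the same parental array, and the genes were chosen on the Rb-deleted array. In simulations of unchanged arrays against a shared parental array, 90.6% of the genes that passed the filter by chance on the first array did not pass it on the second, where their median log2 ratio was 0.37. Such chance calls averaged 22.2 genes, and these 2 values describe only them. In all, 112 genes, among them probes without a gene symbol, were above 1.6-fold on the WT Rb-HA array, led by 4 probes that carry a number in place of a gene symbol and by Mcm3, at 1.54 (bead standard error 0.12).

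Of a list of G1/S E2F target genes that leaves out those of Figure 5D, 48 were detected. Their median log2 ratio to parental was 0.96 in Rb-deleted MEFs and 0.39 in WT Rb-HA MEFs. Both medians were above those of all 10000 random lists of the same size matched on mean expression, which describes these arrays only. Expression of 46 of the 48 genes was lower on the WT Rb-HA array than on the Rb-deleted array, with a median log2 difference of -0.57. The number of these genes above 1.6-fold was 37 in Rb-deleted MEFs and 11 in WT Rb-HA MEFs. An offset of 50 moved the median in Rb-deleted MEFs most among the background and scaling methods, to 0.79.

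**Figure D1:**
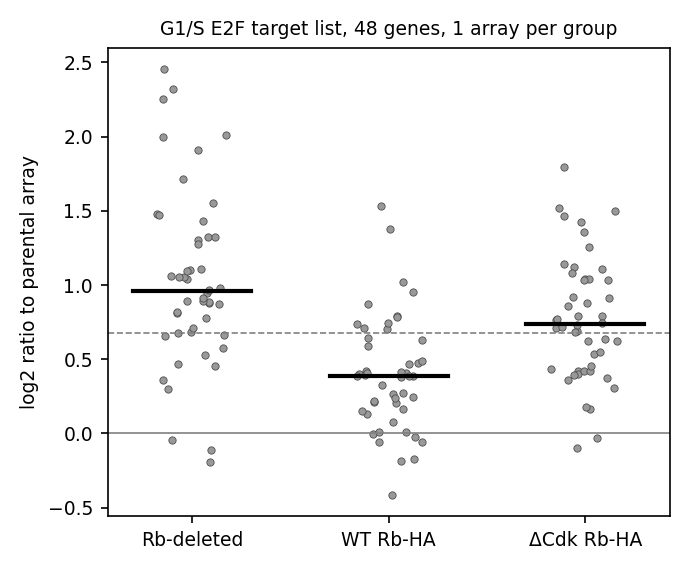
Log2 ratio to the parental array of the 48 detected genes of the G1/S E2F target list on the Rb-deleted, WT Rb-HA and ΔCdk Rb-HA arrays, with 1 array per group. Each point is a gene, spread sideways for visibility, black bars are medians (0.96, 0.39 and 0.74), the solid line is no change and the dashed line is the 1.6-fold filter.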

Expression of physiologic levels of mono-phosphorylated WT Rb-HA in Rb-deleted cells restored repression of many of these genes, especially E2F target genes (Figure 5C,D; Figure 5—figure supplement 1). However, expression of un-phosphorylated ΔCdk Rb-HA at physiologic levels failed to repress genes and gave a pattern of global transcriptional deregulation similar to Rb-deleted MEFs, suggesting that un-phosphorylated Rb was functionally inactive during a DNA damage response checkpoint during early G_1_ phase. 

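On the ΔCdk Rb-HA array, 325 genes were above 1.6-fold compared to parental. Of the 270 genes increased in Rb-deleted MEFs, 96 were above the filter in ΔCdk Rb-HA MEFs, compared to 58 in WT Rb-HA MEFs. The share not above the filter in ΔCdk Rb-HA MEFs was 64.4% (95% exact binomial confidence interval 58.4 to 70.2%, over genes), and the median log2 ratio to parental was 0.54. The simulated values for chance calls, 90.6% and 0.37, apply here as they do to WT Rb-HA MEFs. Expression was lower on the ΔCdk Rb-HA array than on the Rb-deleted array for 242 of the 270 genes. Expression was higher on the ΔCdk Rb-HA array than on the WT Rb-HA array for 164 of these genes and lower for 106. Outside the lists of E2F targets, 122 of 228 genes were higher on the ΔCdk Rb-HA array, with medians of 0.50 in ΔCdk Rb-HA MEFs and 0.48 in WT Rb-HA MEFs. In the G1/S E2F target list, 47 of 48 genes were higher with ΔCdk Rb-HA than with WT Rb-HA, and 36 of 48 were lower with ΔCdk Rb-HA than in Rb-deleted MEFs. The median of this list in ΔCdk Rb-HA MEFs was 0.74, again above all 10000 matched random lists, and 29 of its genes were above 1.6-fold.

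Compared directly, without the parental array, 538 genes differed more than 1.6-fold between Rb-deleted and ΔCdk Rb-HA MEFs, 129 between Rb-deleted and WT Rb-HA MEFs, and 234 between WT Rb-HA and ΔCdk Rb-HA MEFs. Across genes, which are not independent replicates, the log2 ratios to parental of Rb-deleted and ΔCdk Rb-HA MEFs had a Pearson correlation of 0.59 (Spearman 0.52). Those of Rb-deleted and WT Rb-HA MEFs had a correlation of 0.74 (Spearman 0.71), and those of WT Rb-HA and ΔCdk Rb-HA MEFs one of 0.79 (Spearman 0.69). For each of these 3 pairs, unchanged arrays that share a parental array gave a Pearson correlation of 0.50 in simulation. The highest pair was WT Rb-HA and ΔCdk Rb-HA by Pearson but Rb-deleted and WT Rb-HA by Spearman. Extreme values weigh more on Pearson, such as those of the 4 probes without a gene symbol on both arrays with retrovirus. Their effect on the correlations was not tested. Besides the 4 probes without a gene symbol, the largest increase in ΔCdk Rb-HA MEFs was for Cck, at 2.28 (bead standard error 0.08). The 5 genes highest in ΔCdk Rb-HA MEFs relative to WT Rb-HA MEFs were Cma2, at 2.12 on the log2 scale (0.07), Mcpt8, at 1.83 (0.10), Ccl11, at 1.76 (0.06), LOC100048554, at 1.69 (0.07), and A030004J04Rik, which was not detected on the WT Rb-HA array and was at least 2.14-fold higher. Lowest in the same comparison were Eln, at -1.83 (0.05), Usp18, at -1.77 (0.07), LOC100048346, at -1.76 (0.06), Oasl2, at -1.73 (0.08), and Scg2, which was not detected on the ΔCdk Rb-HA array and was at least 3.22-fold lower.

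**Figure D2:**
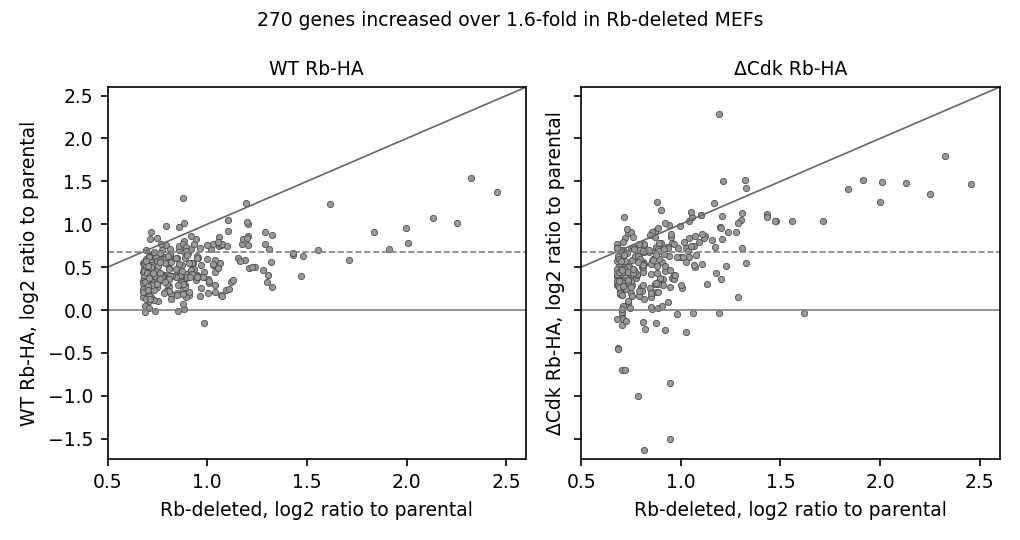
Log2 ratio to the parental array of the 270 genes increased more than 1.6-fold on the Rb-deleted array (horizontal axes) against their log2 ratio on the WT Rb-HA array (left) and the ΔCdk Rb-HA array (right), with 1 array per group. Each point is a gene, the sloping line marks equal ratios and the dashed line the 1.6-fold filter, above which lie 58 genes on the left and 96 on the right.

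From the pattern with ΔCdk Rb-HA, which it describes as like that of Rb-deleted MEFs, the paper proposes that un-phosphorylated Rb was functionally inactive in the DNA damage response checkpoint in early G1 phase.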

Further qRT-PCR analysis of two strong E2F target genes, DHFR and cdc6, showed similar levels of deregulation in both Rb-deleted and un-phosphorylated ΔCdk Rb-HA MEFs, whereas WT Rb-HA repressed both of these genes (Figure 5E–G). A non-Rb regulated gene, p21, showed no difference between all three genotypes. Rb-deleted (Rb^−/−^) MEFs also failed to prevent the appearance of tetraploid cells several days after treatment with either doxorubicin or ionizing radiation (20 Grays) (Figure 5H,I). Consistent with the inability to regulate transcriptional control, un-phosphorylated ΔCdk Rb-HA MEFs showed similar high levels of tetraploid cells in response to DNA damage as Rb-deleted (Rb^−/−^) MEFs. In contrast, WT Rb-HA expression rescued the tetraploid phenotype to levels near parental MEFs expressing endogenous wild type Rb (Figure 5H,I). These observations demonstrated that cells undergoing a DNA damage response activate cyclin D:Cdk4/6 to generate biologically active, mono-phosphorylated Rb, whereas un-phosphorylated was functionally inactive for regulating E2F transcription and preventing the appearance of tetraploid cells.

**Table 1.** Mono-phosphorylated Rb is active during a DNA damage response **DOI:** http://dx.doi.org/10.7554/eLife.02872.012

Induced		Repressed	
DNA replication	24%	Localization	18%
Cell cycle	20%	Post-translational protein modification	10%
Regulation of transcription	18%	Biosynthetic process	9%
Organelle organization and biogenesis	12%	Organelle organization and biogenesis	8%
Response to stress	12%	Intracellular signaling cascade	8%
DNA repair	8%	Proteolysis	6%
DNA packaging	7%	Catabolic process	6%
Macromolecular complex assembly	6%	Cell cycle	6%
Cellular component assembly	6%	Nervous system development	6%
Chromatin assembly	6%	Response to external stimulus	4%
		Response to wounding	3%
		Dephosphorylation	2%

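The array's annotation gives a gene ontology process for 232 of the 376 genes that decreased more than 1.6-fold in Rb-deleted MEFs. Cell cycle was annotated for 3 of the 232, or 1.29%, compared to 4.35% of the 6982 annotated genes analysed. Immune response was annotated for 34, or 14.7%, compared to 1.80%, and inflammatory response for 17, or 7.33%, compared to 0.86%. Regulation of transcription was annotated for 18, or 7.76%. None was annotated with DNA replication and 1 with DNA repair. Among the 178 annotated genes that increased, immune response was annotated for 3. These shares count genes annotated directly with a term, and the immune and inflammatory terms were chosen after the decreased genes had been seen.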

Gene ontology of mRNA differences showing a >1.6-fold increase/decrease level by microarray analysis between parental MEFs and Rb^−/−^ MEFs treated with 100 ng/ml doxorubicin for 3 hr after release from contact inhibition.

### Un-phosphorylated Rb promotes cell cycle exit and differentiation

The above results demonstrated that un-phosphorylated Rb was non-functional during a DNA damage response. However, serum-deprived G_0_ arrested HFFs and U2OS cells contained un-phosphorylated Rb (Figure 1E,G; Figure 3D), as do quiescent G_0_ peripheral blood lymphocytes (PBLs) (Ezhevsky et al., 2001). Moreover, other studies have documented a role for Rb in cell cycle exit and differentiation, including proper myogenic development as myoblasts exit the cell cycle into G_0_ (Gu et al., 1993; Zacksenhaus et al., 1996; Chen and Wang, 2000; Sage et al., 2003; Blais et al., 2007). Together, these observations suggested a potential functional role for un-phosphorylated Rb during cell cycle exit and differentiation. To evaluate the phosphorylation status of Rb during differentiation, we used the well-established C2C12 myoblast to myotube differentiation system (Blais et al., 2005). Asynchronous cycling C2C12 myoblasts grown in high mitogen media (FBS) contained both mono-phosphorylated Rb and hyper-phosphorylated Rb with no detectable un-phosphorylated Rb (Figure 6A,B). However, addition of low mitogen, differentiation media induced expression of myotube specific myogenin and resulted in the exclusive presence of un-phosphorylated Rb at day 2, concomitant with loss of cyclin D:Cdk4/6 kinase activity and expression of p18, a Cdk4/6-specific inhibitor (Halevy et al., 1995; Franklin and Xiong, 1996; Wang and Walsh, 1996; Zhang et al., 1999) (Figure 6B–D). We also observed the exclusive appearance of un-phosphorylated Rb when human HL60 promyelocytic cells were induced to undergo differentiation by addition of retinoic acid (Figure 6—figure supplement 1A,B).

**Figure 6.**
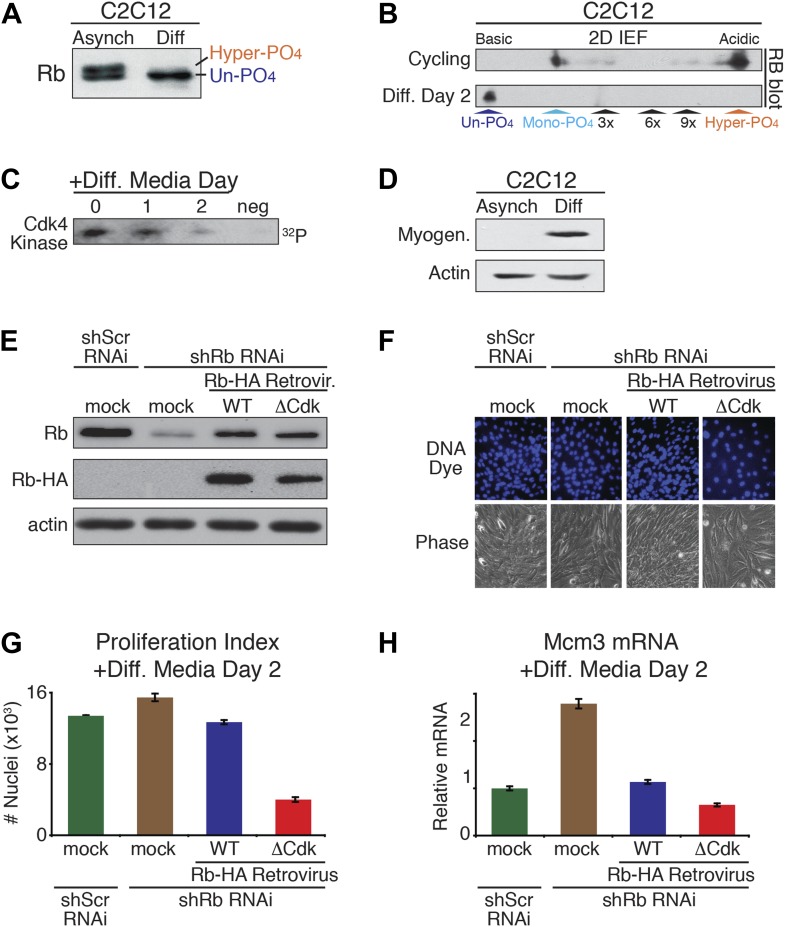
Un-phosphorylated Rb promotes cell cycle exit and differentiation. (**A**) Rb immunoblot of cycling C2C12 myoblasts (Asynch), and after 2 days in differentiation medium (Diff). (**B**) 2D IEF Rb immunoblot from cycling C2C12 myoblasts (Asynch) and after 2 days in differentiation medium (Diff). (**C**) Cdk4/6 immunoprecipitation-kinase assay of cycling C2C12 myoblasts (0) and at 1 and 2 days post-addition of differentiation medium (Diff). Negative (neg) control, irrelevant antibody. (**D**) Myogenin immunoblot of cycling C2C12 myoblasts (Asynch), and after 2 days in differentiation medium (Diff). (**E**) Immunoblot of endogenous Rb, and retroviral expressed wild type (WT) Rb-HA or ΔCdk Rb-HA in C2C12 myoblasts co-infected with short hairpin (sh) RNAi retroviruses targeting endogenous Rb (3' UTR) or scrambled (Scr) control. (**F** and **G**) Proliferation analysis (number of nuclei) of C2C12 myoblasts co-infected with short hairpin (sh) RNAi retroviruses targeting endogenous Rb (3' UTR) or scrambled (Scr) control, and wild type (WT) Rb-HA or ΔCdk Rb-HA retroviruses. Cells were stained with Hoechst 33342 DNA dye, visualized by microscopy (**F**) and quantified by flow cytometry (**G**) (number of nuclei x 10^3^) at 2 days post-addition of differentiation medium. Error bars indicate SEM. (**H**) qRT-PCR mRNA analysis of Mcm3 DNA replication factor in C2C12 myoblasts treated as above (**G**) for 2 days in differentiation media. Mean values were normalized to β2-microglobulin levels and reported as fold change from C2C12 myotubes expressing endogenous Rb (Scr^shRNA^). Error bars indicate SEM from three independent experiments. **DOI:** http://dx.doi.org/10.7554/eLife.02872.013

**Figure 6—figure supplement 1.**
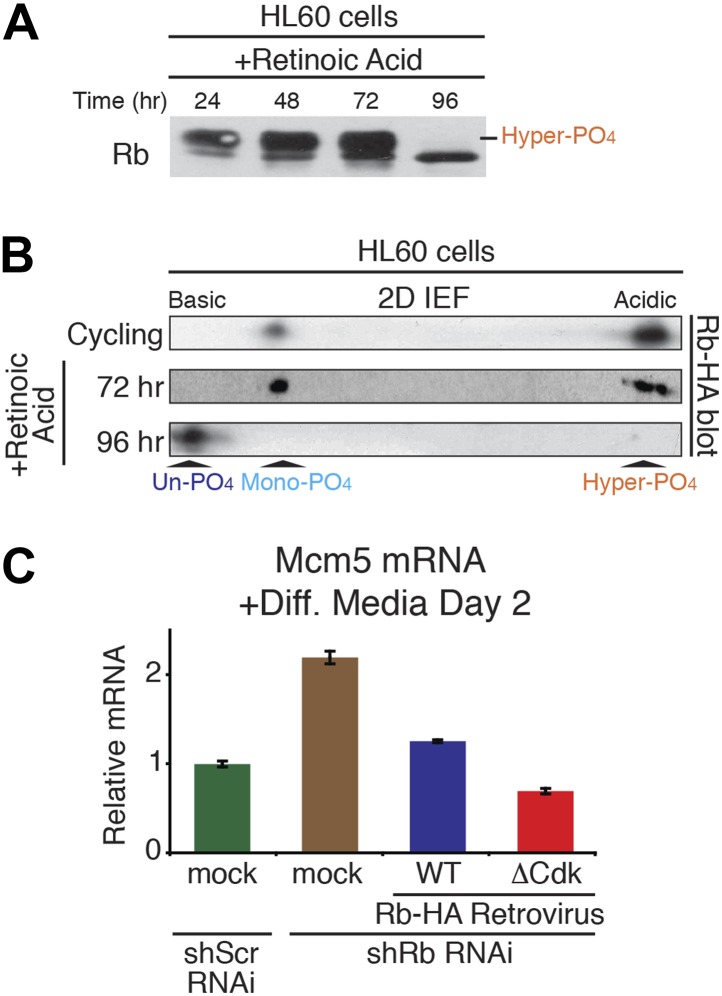
Un-phosphorylated Rb promotes cell cycle exit and differentiation. (**A** and **B**) 1D SDS-PAGE (**A**) and 2D IEF (**B**) Rb immunoblot of human HL60 promyelocytic cells treated with retinoic acid to undergo cell cycle exit and differentiation. (**C**) qRT-PCR mRNA analysis of Mcm5 DNA replication factor in C2C12 myoblasts treated for 2 days in differentiation media. Mean values were normalized to β2-microglobulin levels and reported as fold change from C2C12 myotubes expressing endogenous Rb (Scr^shRNA^). Error bars indicate SEM from three independent experiments. **DOI:** http://dx.doi.org/10.7554/eLife.02872.014

To directly test for a role of un-phosphorylated Rb in regulating cell cycle exit and differentiation in myoblasts, we devised a strategy similar to the MEF DNA damage response approach used above. Endogenous Rb from C2C12 myoblasts was knocked down by shRb or control shScramble (Scr) RNAi retroviruses, followed by retroviral physiologic expression of WT Rb-HA or ΔCdk Rb-HA (Figure 6E). As per the method of Blais et al. (2007), the efficiency of cell cycle exit was evaluated 2 days post-addition of low mitogen differentiation media by counting the number of nuclei (Figure 6F–H). Reduction of Rb levels by shRNAi resulted in an increased proliferation index (number of nuclei), and increased expression of Mcm3 and Mcm5 (markers of DNA replication) (Figure 6F–H, Figure 6—figure supplement 1C). However, physiologic expression of WT Rb-HA compensated for the reduction in endogenous Rb by bringing the proliferation index back to the shScrambled RNAi control. Strikingly, physiologic expression of ΔCdk Rb-HA resulted in a dramatic reduction of proliferation as cells prematurely exited the cell cycle and decreased Mcm3 and Mcm5 levels (Figure 6F–H; Figure 6—figure supplement 1C). Thus, in contrast to the DNA damage response where un-phosphorylated Rb was non-functional, these observations demonstrated that un-phosphorylated Rb was functionally active to drive cell cycle exit and differentiation of myoblasts into myotubes.

## Discussion

For the last 20 years, the key tenet of the prevailing model of G_1_ cell cycle progression proposed that cyclin D:Cdk4/6 complexes inactivated Rb by progressive multi-phosphorylation, termed hypo-phosphorylation, resulting in the gradual release of E2F transcription factors that drive cells into late G_1_ phase. This notion was reinforced when tumor cells expressing wild-type Rb were found to have genetic and epigenetic alterations of the p16 tumor suppressor gene or oncogenic expression of cyclin D1, D2, D3, Cdk4, and Cdk6 genes, which became known as the ‘p16-cyclin D-Rb’ pathway (Sherr, 1994; Sherr and McCormick, 2002; Burkhart and Sage, 2008; Paternot et al., 2010; Henley and Dick, 2012; Choi and Anders, 2013). Further reinforcing this notion were experiments utilizing supra-physiologic overexpression of D-type cyclins and Cdk4/Cdk6 that inactivated Rb and drove cells into S phase. Likewise, experiments overexpressing p16, a Cdk4/6 inhibitor, arrested cells in a 2n DNA content and were interpreted to confirm the notion that cyclin D:Cdk4/6 complexes inactivated Rb. Moreover, the large number of tryptic phospho-peptides of ‘hypo-phosphorylated’ Rb from early G_1_ cells reported by Mittnacht et al. (1994) was unknowingly misinterpreted and further reinforced the notion that cyclin D:Cdk4/6 complexes inactivate Rb by progressive multi-phosphorylating, hypo-phosphorylation. Although there was a complete absence of rigorous biochemical evidence as to the extent of phosphate numbers or kinetics on what was loosely termed hypo-phosphorylated Rb, the notion that cyclin D:Cdk4/6 inactivated Rb by progressive multi-phosphorylating, hypo-phosphorylation was solidified in the 1990s as the model of G_1_ cell cycle progression.

In sharp contrast to the prevailing model, we had previously performed kinetic analyses from highly synchronized normal cells and p16-deficient tumor cells, and found that cyclin D:Cdk4/6 was constitutively active throughout all of the early G_1_ phase at the same time points that Rb was actively binding E2Fs and repressing E2F target gene expression (Ezhevsky et al., 1997, 2001; Haberichter et al., 2007). Consequently, we suspected that cyclin D:Cdk4/6 complexes were not inactivating Rb, but may, in fact, be activating Rb by phosphorylation. The key to understanding the relationship between Rb and cyclin D:Cdk4/6 complexes was developing the ability to quantitatively separate all Rb isoforms by 2D IEF combined with the generation of Rb phosphorylation standards. During the course of this study, we performed hundreds of 2D IEFs on Rb from 11 independent normal and tumorigenic cell types under conditions of asynchronous cycling cells, cells arrested in G_0_, early G_1_, late G_1_ or G_2_/M phases, and cells that were arrested/released and followed kinetically. Under all of these conditions and cell types, we found that Rb was exclusively mono-phosphorylated throughout all of early G_1_ phase in both normal and tumor cells, and hyper-phosphorylated in late G_1_, S, G_2_, and M phases. In fact, we found no biochemical evidence to support the prevailing G_1_ cell cycle model that cyclin D:Cdk4/6 progressively hypo-phosphorylates Rb. Moreover, using three independent approaches to dissect cyclin D:Cdk4/6 function on Rb, namely: triple cyclin D genetic deletion, addition of a Cdk4/6-specific chemical inhibitor, and p16 expression, we determined that cyclin D:Cdk4/6 is the Rb mono-phosphorylating kinase (Figure 7). Given that mono-phosphorylated Rb is the only isoform of Rb present in early G_1_ phase, by definition, some, most or all of the mono-phosphorylated Rb isoforms must be biologically active. Consequently, it was not too surprising that mono-phosphorylated Rb was the active Rb isoform mediating a DNA damage response cell cycle arrest and regulating global transcription. However, we note the unanticipated observation that exposure of quiescent G_0_ (−FBS) primary cells, containing no cyclin D:Cdk4/6 activity, to DNA damaging agents induced and activated cyclin D:Cdk4/6 complexes to mono-phosphorylate Rb in the absence of serum growth factors. This observation is consistent with a role for cyclin D:Cdk4/6 complexes in the DNA damage response checkpoint (Choi et al., 2012), but also raises a cautionary concern for a potential increase of genomic DNA damage in the normal cells of patients being simultaneously treated with a cyclin D:Cdk4/6 inhibitor and a DNA damaging chemotherapy or ionizing radiation.

**Figure 7.**
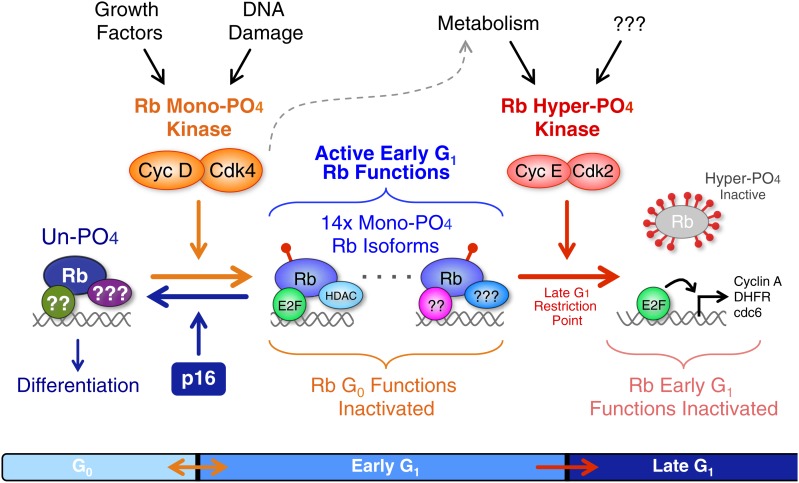
Revised working model of G_1_ cell cycle progression. Un-phosphorylated Rb regulates G_0_ cell cycle exit and differentiation. Growth factor signaling and DNA damage stimulate activation of cyclin D:Cdk4/6 complexes that diversify Rb into 14 mono-phosphorylated isoforms that independently bind specific cellular factors to regulate early G_1_ phase functions and the DNA damage response. Cyclin D:Cdk4/6 mono-phosphorylation of Rb inactivates un-phosphorylated Rb G_0_ functions and thereby prevents cells from exiting the cell cycle. Activation of cyclin E:Cdk2 complexes inactivates all 14 mono-phosphorylated Rb isoforms by hyper-phosphorylation (>12x phosphates) at the late G_1_ Restriction Point. Cyclin A:Cdk2 and cyclin B:Cdk1 maintain Rb in an inactive hyper-phosphorylated state during S, G_2_ and M phases. As cells complete cytokinesis, hyper-phosphorylated Rb is de-phosphorylated by phosphatases and rapidly mono-phosphorylated by cyclin D:Cdk4/6 complexes. We speculate that an unknown metabolic sensor is upstream of cyclin E:Cdk2 activation. **DOI:** http://dx.doi.org/10.7554/eLife.02872.015

The Rb gene is transcribed and spliced into a single 4.7 kb mRNA composed of 27 coding exons that does not undergo appreciable alternative splicing and encodes a single 105 kDa protein (Burkhart and Sage, 2008). Although the complete structure of Rb has yet to be solved, several groups have recently solved the core structure as an intra-strand pseudo-dimer of dimers with the Cdk sites present on loops between structured regions or on the C-terminus abutting the B-box (Burke et al., 2012; Lamber et al., 2013) (Figure 1A). Based on the binding preferences of individual Rb mono-phosphorylated isoforms to specific E2F transcription factors, our data suggest that the generation of 14 mono-phosphorylated Rb isoforms may serve as a mechanism to post-translationally functionally diversify Rb in early G_1_ phase from a single un-phosphorylated isoform in G_0_. In addition to E2F transcription factors, Rb has also been shown to bind to over 100 additional cellular proteins (Morris and Dyson, 2001), leaving open the potential for differential binding preferences of mono-phosphorylated Rb to specific cellular targets. Excluding hyper-phosphorylated Rb, we were surprised at the complete absence of any multi-phosphorylated Rb isoforms. This raised the mechanistic question of how does cyclin D:Cdk4/6 complexes place one, and only one, phosphate on Rb while leaving the remaining 13 Cdk sites un-phosphorylated? While this will require extensive structural analyses beyond the scope of our study, we speculate that the substrate recognition of Rb by cyclin D's N-terminal LxCxE motif weak binding to Rb's pocket domain (Dowdy et al., 1993) vs cyclins E and A avid binding to four C-terminal R/KxL substrate motifs (Adams et al., 1999) outside of the pocket likely serves as the defining mechanism between Rb mono-phosphorylation and Rb hyper-phosphorylation (Figure 1A). In this hypothesis, cyclin E/A:Cdk2's strong binding to the C-terminal tail of Rb would allow access to all 14 Cdk sites on Rb even when transcription factors and chromatin remodeling factors were bound to Rb's pocket and N-terminal binding sites. This also allows for a simultaneous switch-like inactivation of all 14 mono-phosphorylated Rb isoforms by one processive hyper-phosphorylation mechanism. We believe that the utilization of the same phosphorylation sites for the activation and inactivation of a protein, albeit with a >12-fold increased phosphate stoichiometry, is an unprecedented mechanism in the literature, but one that also likely applies to Rb-related genes p107 and p130.

Our study addresses several critical problems arising from numerous biochemical analyses of Rb phosphorylation going back more than 20 years. The results presented here fundamentally change the understanding of G_1_ cell cycle regulation to show that cyclin D:Cdk4/6 activates Rb for binding cellular targets during early G_1_ phase by generating 14 independent mono-phosphorylated Rb isoforms. Given that the majority of human tumors contain wild-type Rb, but select for deregulated cyclin D:Cdk4/6 activity (Sherr and McCormick, 2002; Burkhart and Sage, 2008; Knudsen and Knudsen, 2006; Choi and Anders, 2013), we hypothesize that the oncogenic activation of cyclin D:Cdk4/6 results in Rb mono-phosphorylation to drive quiescent G_0_ cells into a more metabolically active, but early G_1_ phase arrested phenotype (Figure 8). By constitutively mono-phosphorylating Rb, the nascent neoplastic cell avoids cell cycle exit and differentiation mediated by un-phosphorylated Rb, and also maintains a high level of metabolism. This notion is entirely consistent with the observed subtle and highly tolerated cancer predisposing mutations of p16 deletion and cyclin D overexpression in mouse models that avoid activation of oncogene-induced apoptosis (Burkhart and Sage, 2008). The net effect is a subtle, but irreversible, oncogenic step forward. While our study determined the role of cyclin D:Cdk4/6 in mono-phosphorylating Rb, it leaves wide open the question of what the rate-limiting switch-like mechanism is to activate cyclin E:Cdk2, the first domino in Rb inactivation. Cyclin D:Cdk4/6 activity combined with other signal transduction pathway mutations contributes to increased cellular metabolism that we speculate is monitored by an unknown metabolic sensor. Once the metabolic threshold has been exceeded, the sensor activates cyclin E:Cdk2 resulting in Rb inactivation by hyper-phosphorylation, induction of E2F target gene transcription and progression across the Restriction Point into late G_1_ phase (Haberichter et al., 2007). We are currently investigating the mechanics of this putative mechanism and the identity of the metabolic sensor.

**Figure 8.**
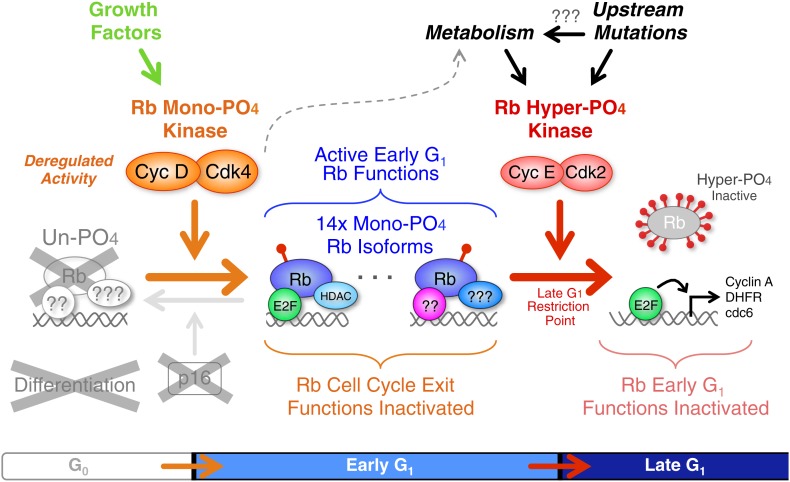
Deregulated cyclin D:Cdk4/6 in cancer mono-phosphorylates Rb to prevent cell cycle exit. Deregulation of cyclin D:Cdk4/6 activity in cells occurs by a variety of mechanisms, including: p16 deletion, cyclin D1, D2 and D3 amplification or overexpression, and mutation or overexpression of Cdk4 or Cdk6. Cyclin D:Cdk4/6 mono-phosphorylation of Rb simultaneously inactivates Rb's G_0_ functions and activates Rb's early G_1_ phase functions thereby driving cells from a low metabolism G_0_ quiescence into a high metabolism early G_1_ arrested state that also prevents subsequent cell cycle exit or differentiation. Similar to p53 mutations and Bcl2 overexpression, deregulated cyclin D:Cdk4/6 activity is a well tolerated priming oncogenic mutation that avoids activation of oncogene-induced apoptosis. The net effect is a subtle, but irreversible, oncogenic step forward. We predict that additional oncogenic and metabolic pathways ultimately converge on and activate cyclin E:Cdk2 complexes to inactivate Rb by hyper-phosphorylation at the Restriction Point and drive cells into late G_1_ phase. **DOI:** http://dx.doi.org/10.7554/eLife.02872.016

## Materials and methods

### Cell culture

Cells were G_0_ arrested by serum deprivation for 5 days, followed by addition of 10% FBS. Cells were plated at high density in 10% FBS to contact inhibit arrest in early G_1_ phase for 48 hr, followed by replating at low density in 10% FBS. DNA damage was induced by addition of 100 ng/ml doxorubicin (Sigma, St. Louis, MO) or exposure to 20 Grays of ionizing radiation. MEFs were prepared from Rb^f/f^ mice (Marino et al., 2000) and cyclin D1^f/f^/D2^−/−^/D3 ^f/f^ mice (Choi et al., 2012). Rb and cyclin D inactivation was performed by addition of TAT-Cre protein (Wadia et al., 2004). U2OS-p16 cells (Jiang et al., 1998) were maintained in 1 μg/ml tetracycline to repress p16 expression. C2C12 myoblasts were differentiated into myotubes by incubating with DMEM plus 2% horse serum for 2 days.

### Generation of constructs and retroviruses

Human Rb^ΔCDK−HA^ and murine Rb^ΔCDK−HA^ were generated by changing all 15 Ser/Thr Cdk acceptor sites to Ala, with Ser567 and S561, respectively, left unaltered, with a HA tag placed on the N-terminus and C-terminus, respectively, and expressed from pCMV. Human Rb single Cdk sites were generated by individually adding back each single Cdk site to Rb^ΔCDK−HA^. Rb^2xCdk^ retained T373, S811; Rb^3xCdk^ retained T373, S612, S811; Rb^6xCdk^ retained the N-terminal Cdk sites; Rb^9xCdk^ retained spacer and C-terminal Cdk sites. Murine Rb^WT−HA^ and Rb^ΔCdk−HA^ MSCV retroviruses were generated from transfected HEK 293 cells and stored at −80°C. E2F constructs were expressed from pCMV and contained a C-terminal Myc tag. The Rb shRNA vector was generated by inserting a 3′ UTR region of the endogenous Rb mRNA (GCTTTGAACTGAAGACTAT) into pSM2c-scramble (Stegmeier et al., 2005).

### 2D IEF

2D-IEF was performed as described (Ezhevsky et al., 2001) by immunoprecipitating Rb and eluting in 7 M urea/2 M thiourea/2% CHAPS (pH 8.4), then loading onto the acidic end of a 3–10 immobiline strips (GE Healthcare) with the current ramped up from 200 V for 2 hr, 500 V for 1 hr, 800 V for 1 hr, 1000 V for 0.5 hr, 1200 V for 0.5 hr, 1400 V for 0.5 hr, 1600 V for 0.5 hr, 1800 V for 2.5 hr, and 2000 V for 2.5 hr. Second dimension was performed by soaking IEF strip in 2% SDS/6 M urea/75 mM Tris (pH 8.8), 29% (wt/vol) glycerol, and placing the strip on top of a 6% SDS-PAGE containing a single large well to accommodate the IEF strip with Mw marker side wells.

### Immunoprecipitations, immunoblotting and kinase assays

Co-immunoprecipitations were performed as described (Ezhevsky et al., 1997) using anti-Rb (G3-245, BD Pharmingen, San Jose, CA), anti-HA (3F10, Roche, Basel, Switzerland), anti-Myc (9E10, Developmental Studies Hybridoma Bank, Iowa City, IA), or anti-E1a (M73). Immunoblotting was performed as described (Ezhevsky et al., 1997) using anti-Rb (G3-245, BD Pharmingen), anti-HA (3F10, Roche), anti-actin (C4, Abcam), anti-E1a (13-S5; Santa Cruz), and anti-Myc (9E10, Developmental Studies Hybridoma Bank) antibodies. Rb immunoblots were performed using 6% SDS-PAGE for separation or 10% SDS-PAGE for quantification. All immunoblots were quantified utilizing ChemiDoc XRS (Bio-Rad, Hercules, CA) sub-saturating linear signals. Rb phospho-specific antibodies: T356-PO4 (AB4780, Abcam, Cambridge, England), S608-PO4 (2181, Cell Signaling, Danvers, MA), S612-PO4 (OPA1-03891, Thermo Scientific, Waltham, MA), S780-PO4 (3590, Cell Signaling), S807-PO4/S811-PO4 (9308, Cell Signaling), T821-PO4 (AB4787, Abcam), T826-PO4 (AB4779, Abcam), T821-PO4/T826-PO4 (sc-16669, Santa Cruz), T373 (AB52975, Abcam), S249-PO4/T252-PO4 (sc-16671, Santa Cruz). Immunoprecipitation-kinase assays were performed as described (Ezhevsky et al., 1997) using anti-CDK4 (C22), anti-CDK6 (C21), and anti-Cdk2 (M2) polyclonal antibodies (Santa Cruz).

### qRT-PCR and microarray analysis

qRT-PCR was performed as described (Eguchi et al., 2009) using 6-FAM labeled TaqMan probes (Dhfr, 00515663; Cdc6, 00488573; Ccna2, 01282245; p21, 00432448; β2M, 00437762; Mcm3, 00801867; Mcm5, 00484839; Life Technologies, Grand Island, NY). Mean values of triplicate samples were normalized to beta-2-microglobulin. Whole-genome microarray analysis was performed as described (Eguchi et al., 2009) using MouseWG-6 v2.0 BeadChips (Illumina, San Diego, CA) at Biogem core (UCSD). Heat maps were created with Cluster 3.0 and Java TreeView 1.1.3 and gene ontology classifications were based on DAVID Bioinformatics Resources (Dennis et al., 2003; Huang da et al., 2009). Full microarray data set has been submitted to GEO (GSE56453) http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE56453.

## References

[bib1] AdamsPDLiXSellersWRBakerKBLengXHarperJWTayaYKaelinWGJnr 1999 Retinoblastoma protein contains a C-terminal motif that targets it for phosphorylation by cyclin-cdk complexes. Molecular and Cellular Biology19:1068–1080989104210.1128/mcb.19.2.1068PMC116037

[bib2] AvniDYangHMartelliFHofmannFElShamyWMGanesanSScullyRLivingstonDM 2003 Active localization of the retinoblastoma protein in chromatin and its response to S phase DNA damage. Molecular Cell12:735–746. doi: 10.1016/S1097-2765(03)00355-114527418

[bib3] BlaisATsikitisMAcosta-AlvearDSharanRKlugerYDynlachtBD 2005 An initial blueprint for myogenic differentiation. Genes & Development19:553–569. doi: 10.1101/gad.128110515706034PMC551576

[bib4] BlaisAvan OevelenCJMargueronRAcosta-AlvearDDynlachtBD 2007 Retinoblastoma tumor suppressor protein-dependent methylation of histone H3 lysine 27 is associated with irreversible cell cycle exit. The Journal of Cell Biology179:1399–1412. doi: 10.1083/jcb.20070505118166651PMC2373492

[bib5] BrugarolasJMobergKBoydSDTayaYJacksTLeesJA 1999 Inhibition of cyclin-dependent kinase 2 by p21 is necessary for retinoblastoma protein-mediated G1 arrest after gamma-irradiation. Proceedings of the National Academy of Sciences of the United States of America96:1002–1007. doi: 10.1073/pnas.96.3.10029927683PMC15340

[bib6] BurkeJRHuraGLRubinSM 2012 Structures of inactive retinoblastoma protein reveal multiple mechanisms for cell cycle control. Genes & Development26:1156–1166. doi: 10.1101/gad.189837.11222569856PMC3371405

[bib7] BurkhartDLSageJ 2008 Cellular mechanisms of tumour suppression by the retinoblastoma gene. Nature Reviews Cancer8:671–682. doi: 10.1038/nrc2399PMC699649218650841

[bib8] ChenTTWangJY 2000 Establishment of irreversible growth arrest in myogenic differentiation requires the RB LXCXE-binding function. Molecular and Cellular Biology20:5571–5580. doi: 10.1128/MCB.20.15.5571-5580.200010891495PMC86015

[bib9] ChoiYJLiXHydbringPSandaTStefanoJChristieALSignorettiSLookATKungALvon BoehmerHSicinskiP 2012 The requirement for cyclin d function in tumor maintenance. Cancer Cell22:438–451. doi: 10.1016/j.ccr.2012.09.01523079655PMC3487466

[bib10] ChoiYJAndersL 2013 Signaling through cyclin D-dependent kinases. Oncogene. 1–14. doi: 10.1038/onc.2013.13723644662

[bib11] DeCaprioJALudlowJWLynchDFurukawaYGriffinJPiwnica-WormsHHuangCMLivingstonDM 1989 The product of the retinoblastoma susceptibility gene has properties of a cell cycle regulatory element. Cell58:1085–1095. doi: 10.1016/0092-8674(89)90507-22673542

[bib12] DennisGJnrShermanBTHosackDAYangJGaoWLaneHCLempickiRA 2003 DAVID: Database for Annotation, Visualization, and Integrated Discovery. Genome Biology4:P3 Epub 2003 Apr 3. doi: 10.1186/gb-2003-4-5-p312734009PMC193660

[bib13] DowdySFHindsPWLouieKReedSIArnoldAWeinbergRA 1993 Physical interaction of the retinoblastoma protein with human D cyclins. Cell73:499–511. doi: 10.1016/0092-8674(93)90137-F8490963

[bib14] EguchiAMeadeBRChangYCFredricksonCTWillertKPuriNDowdySF 2009 Efficient siRNA delivery into primary cells by a peptide transduction domain-dsRNA binding domain fusion protein. Nature Biotechnology27:567–571. doi: 10.1038/nbt.1541PMC269496519448630

[bib15] EwenMESlussHKSherrCJMatsushimeHKatoJLivingstonDM 1993 Functional interactions of the retinoblastoma protein with mammalian D-type cyclins. Cell73:487–497. doi: 10.1016/0092-8674(93)90136-E8343202

[bib16] EzhevskySANagaharaHVocero-AkbaniAMGiusDRWeiMCDowdySF 1997 Hypo-phosphorylation of the retinoblastoma protein (pRb) by cyclin D: cdk4/6 complexes results in active pRb. Proceedings of the National Academy of Sciences of the United States of America94:10699–10704. doi: 10.1073/pnas.94.20.106999380698PMC23451

[bib17] EzhevskySAHoABecker-HapakMDavisPKDowdySF 2001 Differential regulation of retinoblastoma tumor suppressor protein by G(1) cyclin-dependent kinase complexes in vivo. Molecular and Cellular Biology21:4773–4784. doi: 10.1128/MCB.21.14.4773-4784.200111416152PMC87164

[bib18] FranklinDSXiongY 1996 Induction of p18INK4c and its predominant association with CDK4 and CDK6 during myogenic differentiation. Molecular Biology of the Cell7:1587–1599. doi: 10.1091/mbc.7.10.15878898364PMC276008

[bib19] FryDWHarveyPJKellerPRElliottWLMeadeMTrachetEAlbassamMZhengXLeopoldWRPryerNKToogoodPL 2004 Specific inhibition of cyclin-dependent kinase 4/6 by PD 0332991 and associated antitumor activity in human tumor xenografts. Molecular Cancer Therapeutics3:1427–143815542782

[bib20] GuWSchneiderJWCondorelliGKaushalSMahdaviVNadal-GinardB 1993 Interaction of myogenic factors and the retinoblastoma protein mediates muscle cell commitment and differentiation. Cell72:309–324. doi: 10.1016/0092-8674(93)90110-C8381715

[bib21] HaberichterTMadgeBRChristopherRAYoshiokaNDhimanAMillerRGendelmanRAksenovSVKhalilIGDowdySF 2007 A systems biology dynamical model of mammalian G1 cell cycle progression. Molecular Systems Biology3:84–92. doi: 10.1038/msb410012617299420PMC1828753

[bib22] HalevyONovitchBGSpicerDBSkapekSXRheeJHannonGJBeachDLassarAB 1995 Correlation of terminal cell cycle arrest of skeletal muscle with induction of p21 by MyoD. Science267:1018–1021. doi: 10.1126/science.78633277863327

[bib23] HarringtonEABruceJLHarlowEDysonN 1998 pRB plays an essential role in cell cycle arrest induced by DNA damage. Proceedings of the National Academy of Sciences of the United States of America95:11945–11950. doi: 10.1073/pnas.95.20.119459751770PMC21745

[bib24] HenleySADickFA 2012 The retinoblastoma family of proteins and their regulatory functions in the mammalian cell division cycle. Cell Division7:10. doi: 10.1186/1747-1028-7-1022417103PMC3325851

[bib25] HindsPWMittnachtSDulicVArnoldAReedSIWeinbergRA 1992 Regulation of retinoblastoma protein functions by ectopic expression of human cyclins. Cell70:993–1006. doi: 10.1016/0092-8674(92)90249-C1388095

[bib26] Huang daWShermanBTLempickiRA 2009 Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nature Protocols4:44–57. doi: 10.1038/nprot.2008.21119131956

[bib27] InoueYKitagawaMTayaY 2007 Phosphorylation of pRB at Ser612 by Chk1/2 leads to a complex between pRB and E2F-1 after DNA damage. The EMBO Journal26:2083–2093. doi: 10.1038/sj.emboj.760165217380128PMC1852778

[bib28] JiangHChouHSZhuL 1998 Requirement of cyclin E-Cdk2 inhibition in p16(INK4a)-mediated growth suppression. Molecular and Cellular Biology18:5284–5290971061310.1128/mcb.18.9.5284PMC109114

[bib29] JohnsonASkotheimJM 2013 Start and the restriction point. Current Opinion in Cell Biology25:717–723. doi: 10.1016/j.ceb.2013.07.01023916770PMC3836907

[bib30] KnudsenESWangJY 1997 Dual mechanisms for the inhibition of E2F binding to RB by cyclin-dependent kinase-mediated RB phosphorylation. Molecular and Cellular Biology17:5771–5783931563510.1128/mcb.17.10.5771PMC232425

[bib31] KnudsenKEBoothDNaderiSSever-ChroneosZFribourgAFHuntonICFeramiscoJRWangJYKnudsenES 2000 RB-dependent S-phase response to DNA damage. Molecular and Cellular Biology20:7751–7763. doi: 10.1128/MCB.20.20.7751-7763.200011003670PMC86358

[bib32] KnudsenESKnudsenKE 2006 Retinoblastoma tumor suppressor: where cancer meets the cell cycle. Experimental Biology and Medicine231:1271–12781681613410.1177/153537020623100713

[bib33] LamberEPBeuronFMorrisEPSvergunDIMittnachtS 2013 Structural insights into the mechanism of phosphoregulation of the retinoblastoma protein. PLOS ONE8:e58463. doi: 10.1371/journal.pone.005846323516486PMC3597711

[bib34] LeeWHShewJYHongFDSeryTWDonosoLAYoungLJBooksteinRLeeEY 1987 The retinoblastoma susceptibility gene encodes a nuclear phosphoprotein associated with DNA binding activity. Nature329:642–645. doi: 10.1038/329642a03657987

[bib35] LeeJORussoAAPavletichNP 1998 Structure of the retinoblastoma tumour-suppressor pocket domain bound to a peptide from HPV E7. Nature391:859–865. doi: 10.1038/360389495340

[bib36] LengXConnell-CrowleyLGoodrichDHarperJW 1997 S-Phase entry upon ectopic expression of G1 cyclin-dependent kinases in the absence of retinoblastoma protein phosphorylation. Current Biology7:709–712. doi: 10.1016/S0960-9822(06)00301-09285720

[bib37] LudlowJWDeCaprioJAHuangCMLeeWHPauchaELivingstonDM 1989 SV40 large T antigen binds preferentially to an underphosphorylated member of the retinoblastoma susceptibility gene product family. Cell56:57–65. doi: 10.1016/0092-8674(89)90983-52910497

[bib38] LudlowJWGlendeningCLLivingstonDMDeCarprioJA 1993 Specific enzymatic dephosphorylation of the retinoblastoma protein. Molecular and Cellular Biology13:367–372. doi: 10.1128/MCB.13.1.3678380224PMC358916

[bib39] LundbergASWeinbergRA 1998 Functional inactivation of the retinoblastoma protein requires sequential modification by at least two distinct cyclin-cdk complexes. Molecular and Cellular Biology18:753–761944797110.1128/mcb.18.2.753PMC108786

[bib40] MarinoSVooijsMvan Der GuldenHJonkersJBernsA 2000 Induction of medulloblastomas in p53-null mutant mice by somatic inactivation of Rb in the external granular layer cells of the cerebellum. Genes & Development14:994–1004. doi: 10.1101/gad.14.8.99410783170PMC316543

[bib41] MittnachtSLeesJADesaiDHarlowEMorganDOWeinbergRA 1994 Distinct sub-populations of the retinoblastoma protein show a distinct pattern of phosphorylation. The EMBO Journal13:118–127830695510.1002/j.1460-2075.1994.tb06241.xPMC394785

[bib42] MorrisEJDysonNJ 2001 Retinoblastoma protein partners. Advances in Cancer Research82:1–54. doi: 10.1016/S0065-230X(01)82001-711447760

[bib43] NairJSHoALTseANCowardJCheemaHAmbrosiniGKeenNSchwartzGK 2009 Aurora B kinase regulates the postmitotic endoreduplication checkpoint via phosphorylation of the retinoblastoma protein at serine 780. Molecular Biology of the Cell20:2218–2228. doi: 10.1091/mbc.E08-08-088519225156PMC2669029

[bib44] PaternotSBockstaeleLBisteauXKookenHCoulonvalKRogerPP 2010 Rb inactivation in cell cycle and cancer: the puzzle of highly regulated activating phosphorylation of CDK4 versus constitutively active CDK-activating kinase. Cell Cycle9:689–699. doi: 10.4161/cc.9.4.1061120107323

[bib45] ResnitzkyDGossenMBujardHReedSI 1994 Acceleration of the G1/S phase transition by expression of cyclins D1 and E with an inducible system. Molecular and Cellular Biology14:1669–1679. doi: 10.1128/MCB.14.3.16698114703PMC358525

[bib46] SageJMillerALPerez-ManceraPAWysockiJMJacksT 2003 Acute mutation of retinoblastoma gene function is sufficient for cell cycle re-entry. Nature424:223–228. doi: 10.1038/nature0176412853964

[bib47] SherrCJ 1994 G1 phase progression: cycling on cue. Cell79:551–555. doi: 10.1016/0092-8674(94)90540-17954821

[bib48] SherrCJMcCormickF 2002 The RB and p53 pathways in cancer. Cancer Cell2:103–112. doi: 10.1016/S1535-6108(02)00102-212204530

[bib49] StegmeierFHuGRicklesRJHannonGJElledgeSJ 2005 A lentiviral microRNA-based system for single-copy polymerase II-regulated RNA interference in mammalian cells. Proceedings of the National Academy of Sciences of the United States of America102:13212–13217. doi: 10.1073/pnas.050630610216141338PMC1196357

[bib50] WadiaJSStanRVDowdySF 2004 Transducible TAT-HA fusogenic peptide enhances escape of TAT-fusion proteins after lipid raft macropinocytosis. Nature Medicine10:310–315. doi: 10.1038/nm99614770178

[bib51] WangJWalshK 1996 Resistance to apoptosis conferred by Cdk inhibitors during myocyte differentiation. Science273:359–361. doi: 10.1126/science.273.5273.3598662523PMC3641673

[bib52] ZacksenhausEJiangZChungDMarthJDPhillipsRAGallieBL 1996 pRb controls proliferation, differentiation, and death of skeletal muscle cells and other lineages during embryogenesis. Genes & Development10:3051–3064. doi: 10.1101/gad.10.23.30518957005

[bib53] ZhangJMZhaoXWeiQPatersonBM 1999 Direct inhibition of G(1) cdk kinase activity by MyoD promotes myoblast cell cycle withdrawal and terminal differentiation. The EMBO Journal18:6983–6993. doi: 10.1093/emboj/18.24.698310601020PMC1171761

How the deposited data were processed for this re-analysis (not part of the article)

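Whole-genome expression was measured on 4 Illumina mouse whole-genome BeadChip arrays, 1 each for parental, Rb-deleted, WT Rb-HA and ΔCdk Rb-HA MEFs. Labels of the samples gave the condition of each array. Doxorubicin at 100 ng/ml for 3 hr and the 4 hr release were taken from the paper, since the labels do not mention them.

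The authors deposited the summarized intensity of every probe, an average over its beads on a linear scale, without normalization between arrays. The authors' table also gives a detection p-value for each probe and array, which rises in steps of 1 in 936 and follows the intensity, and it gives the bead standard error and the number of beads. No column of per-sample values was left unused. For the array processing the paper refers to an earlier publication, and its text does not describe the normalization, the filter on dim probes or the handling of genes with several probes. Genome positions in the table come from more than 1 build, so only chromosomes and transcript positions are given. Symbols of 40 probes had been turned into dates, and 34 of them were restored from the Entrez gene number with a RefSeq table of assembly GRCm38.p6.

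Starting from the deposited intensities, background was corrected with limma (version 3.58.1, in R 4.3.3) by the normexp method, with the background's mean and spread inferred from the detection p-values and an offset of 16. The arrays were then quantile normalized together and put on the log2 scale. Genes were analysed if a probe had a detection p-value below 0.01 on at least 1 of the 4 arrays. The probe with the highest mean normalized log2 signal stood for its gene. This left 17746 probes and 12616 genes, of which 10837 were detected on all 4 arrays. A gene was counted as increased or decreased if its ratio to the parental array passed 1.6-fold, the paper's filter. Further computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

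With 1 array per condition, no p-values were computed. Measurement error within an array was described by the bead standard error, carried through each array's own mapping from deposited intensity to normalized value and combined over the 2 arrays of a ratio. The number of arrays limits the precision. Where a probe was not detected on 1 array of a pair, a lower bound on the fold was given, computed against the higher of the dim probe's own normalized value and the lowest normalized value among detected probes on the dim array. Lists of G1/S E2F targets, G2/M genes, p53 targets, interferon-induced genes, histone genes and sex-linked genes, and the genes of Figure 5D, and the alternatives below were set before the data were examined, apart from the exceptions named here. A list of leukocyte genes was written after the interferon-induced genes had been seen, but before the value of any leukocyte gene was computed. A list's median was placed among those of 10000 random lists of the same size, matched gene by gene within 20 bins of mean expression. All 3 ratios share the parental array, so correlations and overlaps are given beside 100 simulations of unchanged arrays against a shared control. Noise in these was drawn from the bead standard errors or from the spread between the Rb-deleted and WT Rb-HA arrays.

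The genes named individually were fixed by a rule. They were Rb1, every probe of the 8 genes of Figure 5D, the 5 largest increases and decreases on each of the 3 arrays, and the 5 largest differences each way between ΔCdk Rb-HA and WT Rb-HA, among genes detected on the brighter array and past 1.6-fold the same way with and without background correction. Alternatives changed the background correction, its offset, the normalization between arrays, the filter on dim probes, the probes per gene, the fold threshold and the use of the bead standard error. Another 19 combinations of these choices were run after the first counts had been seen beside the paper's, and those of their counts that moved or came near the paper's are given as chosen after seeing the values. The alternatives for the interferon list and the gene ontology terms were also chosen after the data had been seen. Gene ontology shares count genes annotated with a term in the array's own annotation. The DAVID analysis of Table 1 was not repeated.

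The calculation was tested on simulated data for the comparison of the Rb-deleted array with the parental array. Of 200 genes changed by known folds among 13502 detected genes, 194 (97.0%) were recovered past 1.6-fold. The changed genes were all drawn from those clearly above background on the parental array, with changes well past 1.6-fold. Recovery of genes near background and of changes near the filter was therefore not tested. Genes raised by 1 on the log2 scale came out with a median of 0.93, since the offset pulls the ratios of dimmer genes toward 0. Among the 13302 unchanged genes 127 passed 1.6-fold, in a simulation that drew the background of every probe anew on each array. The simulation was revised once after a first run, to put undetected probes at background, while the normalization stayed as it was. A list of the raised genes lay above all 10000 random lists, and a list of unchanged genes lay at percentile 75.3.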

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

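With 1 array per condition none of these differences was tested against replicates. All tests here were chosen only after the results had been seen, except the test on second probes and undetected probes in the last paragraph. The leukocyte list was fixed before its values were computed, but both tests that use it were set in their present form after its median had been seen.

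Interferon-induced genes, which the paper does not discuss, were lower on all 3 arrays from TAT-Cre-treated cells. Over the 27 detected genes of the list, the median log2 ratio to the parental array was -1.77 in Rb-deleted MEFs, -1.84 in WT Rb-HA MEFs and -2.74 in ΔCdk Rb-HA MEFs. Each median was below those of all 10000 matched random lists. All 27 genes were below 0 on each array and 26 passed 1.6-fold on each. Loss of Rb that WT Rb-HA reverses is argued against, because the median change from Rb-deleted to WT Rb-HA MEFs was -0.085 in this list, compared to -0.57 in the G1/S E2F target list. Background correction and normalization are also argued against, since the median nearest 0 over all settings and arrays was -1.44. Leukocytes in the parental culture may contribute. All 16 detected leukocyte genes were lower on each of the 3 arrays, with medians of -0.90, -1.11 and -1.04. Intensity of Laptm5 was 2287 in parental and 860.2 in Rb-deleted MEFs, and that of Emr1 was 773 and 247. Lyz, whose probe had the highest parental intensity of that list, had intensities of 4801 and 2977. All 16 genes were also detected in the TAT-Cre-treated MEFs, 15 of them on all 4 arrays, and none is in the interferon list. A loss of leukocytes that lowers both lists by the same fold is argued against as the whole cause. In ΔCdk Rb-HA MEFs the interferon list lay lower than the leukocyte list by a difference in medians of -1.71. The lists need not fall by the same fold, so a loss of leukocytes as the whole cause is not excluded. Parental cells without doxorubicin stay open. The p53 target list had a median of 0.05 in Rb-deleted MEFs, but 17 of its 26 genes were above 0 and 9 below, so the list does not decide. Its medians were 0.07 in WT Rb-HA MEFs and -0.13 in ΔCdk Rb-HA MEFs. TAT-Cre treatment and the parental culture itself cannot be told apart, since there is only 1 array without TAT-Cre.

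Histone genes, which the paper does not discuss, had medians in different directions by family in Rb-deleted MEFs. The 17 detected H2b and H4 genes had a median log2 ratio to parental of -0.66 in Rb-deleted MEFs, with all 17 below 0, but of 0.41 in WT Rb-HA MEFs and 0.82 in ΔCdk Rb-HA MEFs. The 13 H2a genes had medians of 0.82, 0.60 and 0.73, and in Rb-deleted MEFs 10 of them were above 0 and 3 below, the lowest at -0.60. Over the background and scaling settings, the median of the H2b and H4 genes in Rb-deleted MEFs stayed between -0.72 and -0.59, and that of the H2a genes between 0.77 and 0.82. The 8 H1 and H3 genes had medians of -0.26, 0.19 and 0.49. For all 38 histone genes of the list, the medians were -0.31, 0.42 and 0.75. A change in the share of cells in S phase is argued against as the whole cause, because it would move these families together, and the H2a median lay higher by 1.48 in Rb-deleted MEFs. Probes that share sequence are argued against for the H2b and H4 genes. A first form of this test, on aligned mismatches, found no such pair and was replaced by shared runs at any offset: 6 of 136 pairs of H2b and H4 probes share a run of 20 bases, and no H2a probe shares such a run with an H2b or H4 probe. Shared runs were more frequent within the other families, in 10 of 78 pairs of H2a probes and 8 of 28 pairs of H1 and H3 probes, so their genes are less independent. Loss of Rb and the retroviral infection stay open as untested explanations.

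A signal outside the genes the paper discusses came from 4 of the 31 probes that carry a number in place of a gene symbol. Their intensities were 976 to 9491 on the WT Rb-HA and ΔCdk Rb-HA arrays and 41.2 to 123 on the parental and Rb-deleted arrays. The smallest log2 gap between the dimmer array with retrovirus and the brighter array without was 5.53, for a probe not detected on either array without retrovirus. With undetected probes set at the lowest detected value of their array, the smallest gap was at least 4.87. Among the other 27 probes of this kind the largest gap was 0.07, but only 2 of them were detected on any array. A candidate explanation is sequence carried by the retroviruses. The 4 probes were chosen for this gap, so it does not test that explanation, which stays open. The files do not name the targets of these probes. A transcript that the infection induces in the cells was not tested.

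In Rb-deleted and ΔCdk Rb-HA MEFs, 18 genes passed 1.6-fold in opposite directions compared to parental, 12 of them lower in Rb-deleted and higher in ΔCdk Rb-HA MEFs and 6 the other way. No gene did so between Rb-deleted and WT Rb-HA MEFs. The difference was not tested, and simulated unchanged arrays gave on average 0.00 such genes. Among them were Cma2, at -2.28 in Rb-deleted and 1.61 in ΔCdk Rb-HA MEFs, and Eln, at 0.82 and -1.63. Of the 18, 5 are among the H2b and H4 genes described above. Background correction and normalization are argued against as the whole cause of such a count. At least 11 genes passed in opposite directions under each of those settings, and none between Rb-deleted and WT Rb-HA MEFs. Only counts were compared, and the genes were not all the same, since the 12 and 6 became 13 and 5 under cyclic loess. A noisier ΔCdk Rb-HA array is argued against for the 6 genes with a second probe detected on all 4 arrays, because in all 6 that probe changed the same way between Rb-deleted and ΔCdk Rb-HA MEFs. The other 12 have no such probe, and for them this stays open. A different effect of ΔCdk Rb-HA on these genes was not tested.

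Counted over all genes, ΔCdk Rb-HA MEFs also lay farther from Rb-deleted MEFs, with 538 genes past 1.6-fold between the 2 arrays, compared to 129 between WT Rb-HA and Rb-deleted MEFs. The tests in this paragraph concern that larger set. A noisier ΔCdk Rb-HA array is argued against. Among genes past 1.6-fold between Rb-deleted and ΔCdk Rb-HA MEFs that have 2 probes detected on all 4 arrays, 93.1% had the second probe change the same way, 94 of 101. Undetected probes spread alike on these arrays, with a log2 standard deviation of 0.114 between Rb-deleted and ΔCdk Rb-HA and also between Rb-deleted and WT Rb-HA. Background correction and normalization are argued against too, since genes differing from Rb-deleted MEFs were at least 3.99 times as many for ΔCdk Rb-HA as for WT Rb-HA under each of those settings. More retroviral sequence in ΔCdk Rb-HA cells stays open, because the 4 probes above were brighter there by a median of 0.56 on the log2 scale and retrovirus level goes with the construct. Another mix of male and female cells also stays open. The Y-linked genes differed between ΔCdk Rb-HA and Rb-deleted MEFs by a median of -0.02, while Xist differed by -0.81, and a culture that is mostly male would hide a small shift in Y-linked genes. All 5 sex-linked genes of the list had a median log2 ratio to parental of -0.11, -0.22 and -0.17 on the 3 arrays. A different effect of ΔCdk Rb-HA remains an untested explanation.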

How the results depend on the processing

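The 19 combinations of several choices and every alternative for the interferon list and for genes changed in opposite directions were chosen after seeing the values. No paired analysis was possible because there was 1 array per condition. No ratio of a named gene changed sign under the alternatives run for it, and neither did the medians of the G1/S E2F list, the interferon list and the genes increased in Rb-deleted MEFs. Increased genes were most numerous in ΔCdk Rb-HA, then Rb-deleted, then WT Rb-HA MEFs under all 14 settings compared, which are the one reported, 12 alternatives to it, and each probe counted without background correction. The bead requirement among them left every count as it was. Rb-deleted MEFs differed in fewer genes from WT Rb-HA than from ΔCdk Rb-HA MEFs under all 14, by a factor of 3.99 to 10.0.

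Without background correction, genes increased more than 1.6-fold numbered 143 in Rb-deleted, 55 in WT Rb-HA and 172 in ΔCdk Rb-HA MEFs, and genes decreased numbered 243, 195 and 263. Genes differing directly numbered 63 between Rb-deleted and WT Rb-HA, 279 between Rb-deleted and ΔCdk Rb-HA, and 123 between WT Rb-HA and ΔCdk Rb-HA. With an offset of 50, increased genes numbered 124, 46 and 151, decreased genes 215, 174 and 234, and genes differing in the same 3 pairs 55, 247 and 114. Both alternatives leave more of the background in the signal, which pulls the ratios of dim genes toward 0. Of the ratios of named genes, 57 of 61 lay nearer 0 without background correction. An offset of 50 also moved the median of the G1/S E2F target list from 0.96 to 0.79 in Rb-deleted MEFs and from 0.74 to 0.62 in ΔCdk Rb-HA MEFs.

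A higher threshold lowers a count by construction. With 1.6 applied to the square root of the ratio, 15, 6 and 33 genes increased, 70, 83 and 97 decreased, and 7, 70 and 25 differed in the 3 pairs. Of the 15 genes increased in Rb-deleted MEFs, 86.67% were not past the threshold in WT Rb-HA MEFs and 53.33% in ΔCdk Rb-HA MEFs, with median log2 ratios of 0.78 and 1.25. At 2-fold, 67, 18 and 78 genes increased, 158, 150 and 180 decreased, and 35, 168 and 63 differed. Of the 67, 86.57% were not past 2-fold in WT Rb-HA MEFs and 58.21% in ΔCdk Rb-HA MEFs, with medians of 0.65 and 0.87.

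Counting each probe on its own raised the increased count in WT Rb-HA MEFs from 112 to 185, since more features are counted. Counting each probe without background correction gave 74 probes differing between Rb-deleted and WT Rb-HA and 151 between WT Rb-HA and ΔCdk Rb-HA. The median of the G1/S E2F list was then 0.66, 0.23 and 0.51 on the 3 arrays, and that of the interferon list in ΔCdk Rb-HA MEFs was -2.03. The other 18 combinations were counted for increased and decreased genes only. With the offset of 16, counting each probe gave 187 increased in WT Rb-HA MEFs, and counting genes with any probe past the threshold gave 170, both without a detection filter and at a detection p-value below 0.05. Without background correction, genes with any probe past the threshold gave 157 increased in Rb-deleted and 205 decreased in WT Rb-HA MEFs, and 157 and 206 without a detection filter or at a detection p-value below 0.05. With detection on all 4 arrays as well, these were 152 and 166, with 224 decreased in Rb-deleted MEFs, 71 increased in WT Rb-HA MEFs, and 208 increased and 244 decreased in ΔCdk Rb-HA MEFs. Counting each probe in that setting gave 177 increased in Rb-deleted and 192 decreased in WT Rb-HA MEFs. On the square root of the ratio, genes increased on the 3 arrays numbered 11, 4 and 14 and genes decreased 45, 49 and 64 without background correction. They numbered 11, 4 and 13, and 38, 43 and 60, with an offset of 50. Median scaling gave 15, 5 and 28, and 79, 92 and 105, and cyclic loess 15, 6 and 31, and 79, 89 and 99.

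Median scaling moved the median of genes increased in Rb-deleted MEFs to 0.43 in WT Rb-HA MEFs, from 0.47. It also moved the split of changed genes in ΔCdk Rb-HA MEFs from 325 increased and 416 decreased, or 43.9% increased, to 255 and 513, or 33.2%. In WT Rb-HA MEFs the split moved from 112 and 310, or 26.5%, to 81 and 378, or 17.6%, and in Rb-deleted MEFs from 270 and 376, or 41.8%, to 239 and 422, or 36.2%. The cause of these shifts was not tested.

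Genes past the threshold in opposite directions in Rb-deleted and ΔCdk Rb-HA MEFs fell from 18 to 11 with an offset of 50, to 3 at 2-fold and to 2 with 1.6 applied to the square root of the ratio. Between Rb-deleted and WT Rb-HA MEFs there were 0, except for 1 probe with each probe counted on its own.

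Of the values set for the counts, shares and medians under the alternatives planned beforehand, 122 stayed within the limits used and 48 moved, leaving out the requirement of 2 bead standard errors, which removed no call and so tests nothing. Under the alternatives chosen after seeing the values, 126 stayed and 52 moved, again without that requirement. A count was taken as moved beyond a factor of 1.5, and a share or median outside its 95% interval. Requiring detection on all 4 arrays, a detection p-value below 0.05, no detection filter, cyclic loess and the mean of a gene's probes, each on its own, moved none of them. Of 61 ratios of named genes, 51 moved by more than 1 bead standard error without background correction, 54 with an offset of 50, 10 under median scaling, 14 with the mean of a gene's probes and 0 under cyclic loess. The filters on dim probes and counting each probe cannot change the ratio of a given probe, and alternatives for the threshold and the bead standard error do not apply to the lists and named genes. Signal over background limits the dim genes: of the 270 increased genes in Rb-deleted MEFs, 46 were not above background on the parental array.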

Differences from the paper's values

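The paper reports 173 genes increased more than 1.6-fold in Rb-deleted MEFs, and 270 were found here. Of the alternatives set before the data were examined, no background correction (143), an offset of 50 (124), median scaling (239), cyclic loess (248), detection on all 4 arrays (222) and the mean of a gene's probes (248) came within a factor of 1.5 of the paper's number. No detection filter (270), a detection p-value below 0.05 (270), the bead requirement (270), each probe counted (370), 2-fold (67) and 1.6 on the square root of the ratio (15) did not. Of the combinations chosen after seeing the values, those within the factor were each probe without background correction (186, and 186 also without a detection filter and at a detection p-value below 0.05), the same with detection on all 4 arrays (177), genes with any probe past the threshold without background correction (157 under the same 3 filters on dim probes, 152 with detection on all 4 arrays), and genes with any probe past the threshold with detection on all 4 arrays (257). The other combinations were outside it.

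In WT Rb-HA MEFs the paper's number is about 63 in Figure 5C, read by eye, and 112 were found here. The alternatives within a factor of 1.5 were no background correction (55), an offset of 50 (46), median scaling (81), detection on all 4 arrays (90) and the mean of a gene's probes (93). Outside it were cyclic loess (102), no detection filter (113), a detection p-value below 0.05 (113), the bead requirement (112), each probe counted (185), 2-fold (18) and 1.6 on the square root of the ratio (6). Of the combinations chosen after seeing the values, each probe without background correction gave 83, or 78 with detection on all 4 arrays, and genes with any probe past the threshold, also without background correction, gave 76, or 71 with detection on all 4 arrays. Without a detection filter or at a detection p-value below 0.05, these gave 83 and 76 as well. All of these are within the factor, and the other combinations are not.

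For ΔCdk Rb-HA MEFs the paper's number is about 210 in Figure 5C, read by eye, and 325 were found here. No background correction (172), an offset of 50 (151), median scaling (255), detection on all 4 arrays (259) and the mean of a gene's probes (300) came within a factor of 1.5. Cyclic loess (318), no detection filter (324), a detection p-value below 0.05 (325), the bead requirement (325), each probe counted (483), 2-fold (78) and 1.6 on the square root of the ratio (33) did not. Of the combinations chosen after seeing the values, each probe without background correction gave 249, or 250 without a detection filter or at a detection p-value below 0.05, or 234 with detection on all 4 arrays, and genes with any probe past the threshold, also without background correction, gave 219, or 220 under the same 2 filters, or 208 with detection on all 4 arrays. All of these are within the factor, and the other combinations are not.

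The decreased counts differed by less than a factor of 1.5 from the paper's, 376 compared to the paper's 308 in Rb-deleted MEFs, 310 in WT Rb-HA MEFs and 416 in ΔCdk Rb-HA MEFs. Of the alternatives set before the data were examined, each probe counted (517, 418 and 564), 2-fold (158, 150 and 180) and 1.6 on the square root of the ratio (70, 83 and 97) were outside the factor on all 3 arrays. Median scaling was outside it in WT Rb-HA (378) and ΔCdk Rb-HA MEFs (513) and within it in Rb-deleted MEFs (422), and the other alternatives were within it on all 3 arrays. Each probe without background correction, chosen after seeing these values because it lay close to the paper's decreased counts, gave 306 there, 242 in WT Rb-HA MEFs and 339 in ΔCdk Rb-HA MEFs, where the paper's numbers are about 250 and about 340 in Figure 5—figure supplement 1, read by eye. Of the other 18 combinations, also chosen after seeing the values, those outside the factor were each probe counted, with background correction, without a detection filter or at a detection p-value below 0.05 (518, 421 and 567), the 4 on the square root of the ratio, and in WT Rb-HA MEFs genes with any probe past the threshold without background correction and with detection on all 4 arrays (166). The others were within it.

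Table 1 of the paper gives 6% of the genes decreased in Rb-deleted MEFs to cell cycle, and here it was 1.29% of the annotated genes, by the array's own annotation. The difference held under every alternative set before the data were examined, with shares from 1.16% to 2.36%. Counting each probe without background correction, chosen after seeing the values, gave 3.16%, also outside a factor of 1.5. The paper's shares come from DAVID, whose annotation and denominator were not used here.

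The paper describes the global expression pattern of ΔCdk Rb-HA MEFs as resembling that of Rb-deleted MEFs. Over all genes analysed, 538 differed more than 1.6-fold between these arrays, compared to 129 between Rb-deleted and WT Rb-HA MEFs, and the order was the same under all 14 settings. In the G1/S E2F target list the order was the other way, with 44 of 48 genes nearer to Rb-deleted in ΔCdk Rb-HA than in WT Rb-HA MEFs. The lowest and highest medians of the list in ΔCdk Rb-HA MEFs over the settings were 0.51 and 0.77.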

Other observations

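None of these values was tested against replicates, and which of them to give was chosen after they had been seen.

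The G2/M gene list, with 22 detected genes, had a median log2 ratio to parental of 0.16 in Rb-deleted MEFs, -0.11 in WT Rb-HA MEFs and 0.24 in ΔCdk Rb-HA MEFs. Among 10000 matched random lists these medians lay at percentiles 97.7, 4.41 and 99.8. Over the background and scaling methods the medians lay between 0.12 and 0.16, between -0.16 and -0.08, and between 0.17 and 0.24. All 22 genes were higher on the ΔCdk Rb-HA array than on the WT Rb-HA array, by a median of 0.36 on the log2 scale.

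The 6 detected genes of Figure 5D, which include the control gene Cdkn1a beside E2F targets, had medians of 1.18, 0.53 and 0.97 on the Rb-deleted, WT Rb-HA and ΔCdk Rb-HA arrays. The study chose these genes on the same arrays, so their medians are not independent of its conclusion. In the G1/S E2F target list, which leaves them out, the WT Rb-HA median was 40.8% of the Rb-deleted median and the ΔCdk Rb-HA median was 77.1% of it.

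Decreased genes were shared between the arrays more than increased genes. Of the genes decreased in Rb-deleted MEFs, 63.3% were also decreased in WT Rb-HA MEFs, compared to 21.5% of the genes increased. The gap was smaller for the other pairs. Rb-deleted MEFs shared 56.1% of decreased and 35.6% of increased genes with ΔCdk Rb-HA MEFs. WT Rb-HA MEFs shared 71.9% and 62.5% with ΔCdk Rb-HA MEFs. All ratios use the same parental array, and in simulations of unchanged arrays, with noise from the spread between the Rb-deleted and WT Rb-HA arrays, the shares were 10.3% and 9.60%. The interferon list accounts for 26 of the 376 decreased genes.

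Both Rb1 probes stayed low on the arrays with retroviral Rb. The files do not give the limits of the Rb1 coding region on the transcript, so whether these probes can read the retroviral transcript was not tested. The paper reports from immunoblots that both retroviral Rb proteins were present at physiologic levels. Low signal of these probes therefore does not show that Rb protein was missing from these cells.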
